# Effect of β-hydroxy-β-methylbutyrate on miRNA expression in differentiating equine satellite cells exposed to hydrogen peroxide

**DOI:** 10.1186/s12263-018-0598-2

**Published:** 2018-04-10

**Authors:** Karolina A. Chodkowska, Anna Ciecierska, Kinga Majchrzak, Piotr Ostaszewski, Tomasz Sadkowski

**Keywords:** miRNA, HMB, Equine satellite cells, Muscle injury, Skeletal muscle

## Abstract

**Background:**

Skeletal muscle injury activates satellite cells to initiate processes of proliferation, differentiation, and hypertrophy in order to regenerate muscle fibers. The number of microRNAs and their target genes are engaged in satellite cell activation. β-Hydroxy-β-methylbutyrate (HMB) is known to prevent exercise-induced muscle damage. The purpose of this study was to evaluate the effect of HMB on miRNA and relevant target gene expression in differentiating equine satellite cells exposed to H_2_O_2_. We hypothesized that HMB may regulate satellite cell activity, proliferation, and differentiation, hence attenuate the pathological processes induced during an in vitro model of H_2_O_2_-related injury by changing the expression of miRNAs.

**Methods:**

Equine satellite cells (ESC) were isolated from the samples of skeletal muscle collected from young horses. ESC were treated with HMB (24 h) and then exposed to H_2_O_2_ (1 h). For the microRNA and gene expression assessment microarrays, technique was used. Identified miRNAs and genes were validated using real-time qPCR. Cell viability, oxidative stress, and cell damage were measured using colorimetric method and flow cytometry.

**Results:**

Analysis of miRNA and gene profile in differentiating ESC pre-incubated with HMB and then exposed to H_2_O_2_ revealed difference in the expression of 27 miRNAs and 4740 genes, of which 344 were potential target genes for identified miRNAs. Special attention was focused on differentially expressed miRNAs and their target genes involved in processes related to skeletal muscle injury. Western blot analysis showed protein protection in HMB-pre-treated group compared to control. The viability test confirmed that HMB enhanced cell survival after the hydrogen peroxide exposition.

**Conclusions:**

Our results suggest that ESC pre-incubated with HMB and exposed to H_2_O_2_ could affect expression on miRNA levels responsible for skeletal muscle development, cell proliferation and differentiation, and activation of tissue repair after injury. Enrichment analyses for targeted genes revealed that a large group of genes was associated with the regulation of signaling pathways crucial for muscle tissue development, protein metabolism, muscle injury, and regeneration, as well as with oxidative stress response.

**Electronic supplementary material:**

The online version of this article (10.1186/s12263-018-0598-2) contains supplementary material, which is available to authorized users.

## Background

β-Hydroxy-β-methylbutyrate (HMB) is a metabolite of the essential amino acid leucine and is naturally synthesized in animals, plants, and humans [1]. Dietary supplementation of HMB is used to enhance gains in strength and lean body mass associated with resistance training and for increasing lean mass in cancer-related cachexia [2, 3]. Unlike anabolic hormones which only increase muscle protein synthesis to accelerate muscular hypertrophy, HMB increases dynamic strength [4, 5] and lean body mass [6] acting as an anti-catabolic agent, reducing protein breakdown [5] and cellular damage which may accompany intense exercise [7]. Moreover, previous studies have demonstrated that HMB supplementation decreased plasma post-exercise creatine kinase and lactic acid in thoroughbreds [8].

Reactive oxygen species (ROS), such a hydrogen peroxide (H_2_O_2_), exert a critical regulatory role on skeletal muscle function [9, 10]. In resting muscle cells, free radicals and ROS are rapidly and efficiently neutralized by antioxidants. Exercise creates an imbalance between ROS and activates natural antioxidant mechanisms. Moreover, ROS produced during exercise by inflammatory cells may also be involved in delayed onset of muscle damage observed during inflammation [11]. The inflammatory response coincides with muscle repair, regeneration, and growth, involving activation and proliferation of satellite cells followed by their terminal differentiation. In response to the damage, quiescent satellite cells are activated and undergo several cycles of cell division prior to their withdrawal from the cell cycle through terminal differentiation and finally fusion with the damaged skeletal muscle fibers [12]. During training-related tissue microdamage, activation of satellite cells is considered to play a crucial role in injured muscle fibers by incorporating new myonuclei and thus increasing muscle size and strength (by hypertrophy) [13].

MicroRNAs (miRNAs) are small non-coding interfering RNA molecules (18–25 nucleotides) able to post-transcriptionally regulate gene expression through sequence-specific base pairing to messenger ribonucleic acid (mRNA). These molecules have been shown to be important key players in a variety of physiological and pathological processes (proliferation, differentiation, apoptosis, hypertrophy, timing development, inflammation, cancer, etc.). A group of miRNAs, highly enriched in skeletal and/or cardiac muscles (myomiRs), has recently been identified and includes miR-1, miR-133a, miR-133b, miR-206, miR-208, miR-208b, miR-486, and miR-499 [14] which regulate skeletal muscle development.

Szcześniak et al. [15] were the first who demonstrated the effect of HMB in ESC. Our study was performed to evaluate miRNA profile and relevant target genes in differentiating equine satellite cells incubated with HMB and also exposed to H_2_O_2_ an in vitro factor initiating cellular response similar to that observed in vivo during a short intensive physical exercise and post-exercise injury.

## Methods

### Muscle samples and cell culture

Samples of skeletal muscles (*m. semitendinosus*) were collected from 6 months old healthy stallions in a slaughter house. Muscle samples (0.5 × 0.5 × 0.5 cm) were taken immediately, washed in phosphate*-*buffered saline (PBS) with gradually decreasing antibiotic concentration [40.000 and 20.000 IU *Penicillium crystalicum* (PC; Polfa, Poland) per 100 ml PBS], cleaned from connective and fat tissue, cut and immediately suspended in sterile fetal bovine serum (FBS; Life Technologies, USA) with 10% addition of dimethylsulfoxide (DMSO), gradually frozen to − 80 °C, and finally stored in liquid nitrogen until use.

### Satellite cell isolation, proliferation, and differentiation

Equine satellite cells (ESC) were isolated according to the following protocol. Protease from *Streptomyces griseus* (Pronase®, Sigma-Aldrich, USA) was reconstituted in low-glucose Dulbecco's modified Eagle’s medium (DMEM), GlutaMAX™, Pyruvate (Life Technologies, USA), and stirred for 1 h, pH 7.3. The incubation buffer (IB) consisted per sample of Pronase 0.5 mg/ml, 18 ml of DMEM, FBS 2 ml (Life Technologies, USA), and PC (20.000 IU). IB was filtered through a cellulose acetate membrane syringe filter (Sigma-Aldrich, USA). The fragmented muscle tissue was thawed, washed in PBS with PC (20.000 IU), and suspended in IB for 1.5 h at 37 °C, shaken every 15 min. Then, samples were sieved through cell strainer (70 μm, nylon, Falcon, USA)*.* The filtrate was centrifuged for 20 min (350 g), which was repeated three times. After each centrifugation, supernatant was discarded, cell pellet was re-suspended in growth medium (GM; 10%FBS/10% horse serum (HS) in DMEM (Life Technologies, USA) and antibiotics (AB; 0.5% amphotericin B (Fungizone, Life Technologies, USA), 1% penicillin-streptomycin (Life Technologies, USA)). After the last centrifugation, cell suspension was transferred to polystyrene Petri dishes (Becton Dickinson, USA) for 1.5 h to allow adhesion of fibroblast. After that, supernatant with satellite cells was transferred into culture dishes (Primaria Cell Culture Flask, Becton Dickinson, USA) and cultured in GM. The growth medium was changed every 2 days. On the tenth day of proliferation, cells were trypsinized, counted by Scepter Cell Counter (Merck Millipore, Germany), transferred (30,000 cells from each isolation) to Collagen I Cellware six-well plate (Greiner Bio-One, USA), and cultured in GM. After reaching 80% confluency, the proliferation media was replaced by the differentiation media (DM; 2%HS in DMEM with AB).

Primary satellite cell cultures from semitendinosus muscle of all horses were isolated, and the culture with the best scores of cell viability (MTT assay) [16] and fusion index was selected for further analysis (data not shown). Different stages of equine satellite cell culture are presented in Fig. 1.

**Fig. 1:**
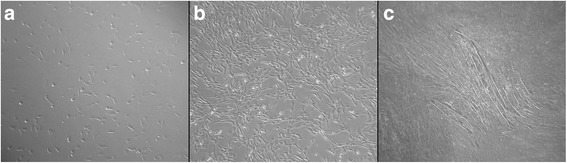
Equine satellite cell culture. **a** Proliferating ESC, day 4. **b** Proliferating ESC, day 8. **c** Myotubes in differentiating ESC, day 2

### Experimental design

After the second day of differentiation, 50 μM HMB (Metabolic Technologies Inc., USA) was added to the culture media, and then, cells were incubated for an additional 24 h. Ca-HMB was purchased from MTI (USA). The free HMB acid was extracted by acidification and organic extraction [8]. HMB dose was chosen based upon previous studies [3, 17] and MTT assay results which confirmed literature data (data not shown). During the last hour of incubation, 3 mM hydrogen peroxide (solution 30% (*w*/*w*) in H_2_O (Sigma-Aldrich, USA) was added to induce cell damage. Due to the lack of literature data on the doses of H_2_O_2_ used in the equine satellite cell culture, the MTT assay was performed using doses ranging for 0.125 to 50 mM. Compared to the previously described doses of H_2_O_2_ used in other cell culture models, those used for ESCs were relatively large. For this reason, we decided to use H_2_O_2_ dose 3 mM with DL-25 (Fig. 2). The experimental design is presented in Fig. 3.

**Fig. 2:**
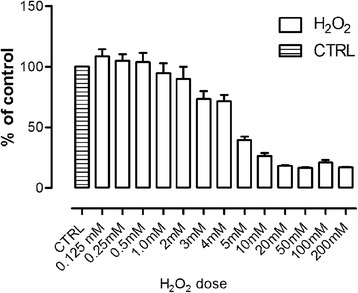
H_2_O_2_ dose-dependent effect on ESC cell viability assessed by MTT assay

**Fig. 3:**
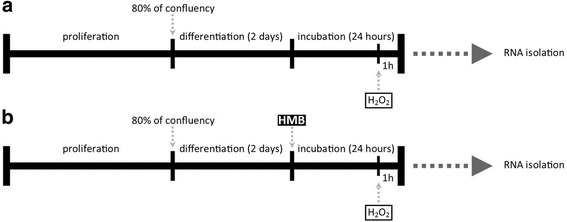
Experimental design. **a** Control group. **b** HMB-treated group

### RNA isolation

After the H_2_O_2_ treatment, the differentiating ESCs were scraped and total RNA was isolated using a miRNeasy Mini Kit (Qiagen, USA) according to the manufacturer’s protocol. The quantity of RNA was measured spectrophotometrically using NanoDrop 2000 (Thermo Scientific, USA). The quality of the total RNA was verified by Bioanalyzer 2100 (Agilent, USA), and only samples with RIN ≥ 9.2 were used for further analysis.

### Microarray analysis

For the microRNA profiling, the Custom Equine miRNA 8x15K Microarray slides were designed using eArray platform (https://earray.chem.agilent.com/earray, GEO database: GPL20990) and provided by Agilent Technologies (USA).

MiRNA was isolated from eight equine satellite cell cultures for both HMB pre-treated (*n* = 8) and control group (*n* = 8). As recommended by Agilent Technologies (USA), 100 ng of total RNA of each sample was taken and labeled using miRNA Complete Labeling and Hyb Kit (version 2.3, December 2010). For hybridization, Microarray Hybridization Chamber (Agilent, USA) and Hyb-Buffer (Agilent, USA) were used according to the manufacturer’s protocol. In the next step, slides were washed out using Gene Expression Wash Pack (Agilent, USA) and scanned in Microarray Scanner (model G2565CA) with SureScan High-Resolution Technology (Agilent, USA).

Microarray data were extracted, the background was subtracted, and normalization was performed using the standard procedures included in the Agilent Feature Extraction (FE) Software version 10.7.3.1.

Analysis of gene expression (GE) profile was performed using Horse Gene Expression Microarray, 4x44K (Agilent Technologies, USA) based on the same protocol as described by Szcześniak et al. (2016), [15, 18]. Briefly, two-color microarray, with 825 ng of cRNA from HMB-exposed cells (labeled by Cy5, *n* = 4) and 825 ng of cRNA from control cells (labeled by Cy3, *n* = 4), and RNA Spike-In Kit (Agilent Technologies, USA) as an internal control were used. The background was subtracted and Linear and Lowess normalization was performed using the standard procedures included in the Agilent Feature Extraction (FE) Software version 10.7.3.1. The data were statistically analyzed using Gene Spring 13.0 software (Agilent, USA). The statistical significance of the differences was evaluated using Student’s *t* test (*p* < 0.05) and Benjamini and Hochberg multiple testing correction. False Discovery Rate (FDR) ≤ 0.05 and fold change (FC) ≥ 1.3 were considered as statistically significant. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE73779 for miRNA and GSE93025 for cDNA.

### Real-time qPCR

The criteria for miRNA and differentially expressed gene (DEG) selection for real-time qPCR validation and further analysis were of biological relevance (miRNAs linked to muscular development, hypertrophy, muscle injuries, oxidative stress, and tissue regeneration) and were assessed based on Pathway Studio Mammalian (Elsevier, USA) and available literature.

For miRNA, real-time qPCR validation miRCURY LNA™ Universal RT microRNA PCR kit (Exiqon, USA) was used. A two-step protocol was applied: (1) polymerase activation at 95 °C for 10 min and (2) 40 amplification cycles at 95 °C for 10s and 60 °C for 1 min, according to the manufacturer protocol.

Primers were chosen based on the miRNA sequences assigned to microarray probes and were provided by Exiqon (Denmark) (Table 1). Calculation of the relative miRNA expression using the ΔΔCt method was applied using GenEX 6 software provided by MultiD (Sweden). Obtained data were statistically analyzed using two-tailed Student’s *t* test. Values of *p* ≤ 0.05 were considered statistically significant.

**Table 1:** Primers for real-time qPCR: primers for miRNA

No.	Primer’s name	Target sequence	Amplification time and temperature
1	miR-146a-5p	UGAGAACUGAAUUCCAUGGGUU	10 s/95 °C and 60 s/60 °C
2	miR-146b-5p	UGAGAACUGAAUUCCAUAGGCU	10 s/95 °C and 60 s/60 °C
3	miR-204b	UUCCCUUUGUCAUCCUAUGCCU	10 s/95 °C and 60 s/60 °C
4	miR-208b	AUAAGACGAACAAAAGGUUUGU	10 s/95 °C and 60 s/60 °C
5	miR-222	AGCUACAUCUGGCUACUGGGU	10 s/95 °C and 60 s/60 °C
6	miR-675	UGGUGCGGAGAGGGCCCACAGUG	10 s/95 °C and 60 s/60 °C

Based on previous studies in different species and the manufacturer recommendation (Exiqon, Denmark), a U6 snRNA reference was used. To verify GE microarray results, the real-time qPCR method was applied. All the steps of real-time qPCR procedure were made based on the protocols previously described by Szcześniak et al. (2016), [15]. The sequences of primers are listed in Table 2. *Gapdh* was used as a reference gene.

**Table 2:** Primers for real-time qPCR: primers for mRNA

No.	Primer’s name	Forward sequence	Reverse sequence	Annealing time and temperature
1	*otud4*	CCACCTCCTGCAGAACAAAAG	GGGTCTTGGTAAAGGCTCATT	15 s/60 °C
2	*cx43* (*gja1*)	TGCTGCGAACCTACATCATC	CGATGACGTTCAAGGCAAGA	15 s/60 °C
3	*sod2*	GTCACCGAGGAGAAGTACCA	CTGGTTAGGACAGGCAACAA	15 s/60 °C
4	*sod1*	GATTCCACGTCCACGAGTTT	CCCGAGAGTGAGATCACAGA	15 s/60 °C
5	*tgfb2*	AGTACTACGCCAAGGAGGTT	TAGGCGGGATGGCATTTTCC	15 s/60 °C
6	*myf5*	GGAGACGCCTGAAGAAAGTC	CCGGCAGGCTGTAGTAATTC	15 s/60 °C
7	*bdnf*	CCCCATGAAAGAAGCAAACG	TACAAGTCCGCGTCCTTACT	15 s/60 °C
8	*gapdh*	GTTTGTGATGGGCGTGAACC	GTCTTCTGGGTGGCAGTGAT	15 s/60 °C

### Target gene prediction and ontological analyses

MicroRNA target gene prediction was performed using the TargetScan database. The analysis was performed for all identified HMB-affected miRNAs. For each predicted target of individual miRNA, the sum of the context + scores was automatically calculated. Predicted targets of each miRNA family were automatically sorted by total context + score. Analysis was performed for the context score percentile (50) and conserved/non-conserved miRNA families and target sites [19]. For further analysis, common genes for those identified genes using GE microarray and predicted miRNA target genes were selected and considered as targets for HMB treatment-influenced miRNAs.

Ontological analyses revealing molecular functions, biological processes, and pathways of miRNA targets were performed in DAVID 6.7 using Fisher’s exact test with *p* ≤ 0.05. Detailed analysis of the role of HMB-modulated miRNAs, genes identified using GE, and target genes in various metabolic and signal pathways was performed using Pathway Studio Web (Elsevier, USA). Relationships between all differentially expressed miRNAs were visualized with Pathway Studio’s Build Pathway functionality which is based on the wave-propagation algorithm developed for the navigation through complex networks. Find Direct Links/All objects Directions Algorithm was used in this analysis.

### Western blot analysis

The procedure of Western blot analysis was performed based on the previously described methodology by Zielniok et al. [20]. Antibodies used in Western blot were against the following: SOD1 (ab62800), SOD2 (ab13534), TGFβ2 (sc-90), α-tubulin (ab176560), BDNF (sc-546), MYF5 (sc-302), GAPDH (sc-20357), and β-actin (sc-47778).

### Cell viability, cell damage, and oxidative stress

Hydrogen peroxide, used in the experiment as a damage factor, is known to affect various cellular processes. Several tests related to the cell viability, cell damage, and oxidative stress were performed to assess the impact of HMB on the cellular processes following incubation with H_2_O_2_. Experimental conditions (incubation time, doses of HMB and H_2_O_2_) were the same as previously in the part related to the microarray and real-time qPCR analysis.

CellROX® Green Reagent Kit (Life Technologies) was used to measure oxidative stress and cell death in ESC’s based on the manufacturer protocol. Cells were seeded on 24-well plates at 0.05 × 10^6^ cells/cm^2^. Cells were incubated for 60 min with CellROX reagent in a final concentration 250 μM. During the last 15 min of staining, SYTOX Red Dead Cell was added (at the final concentration 5 nM). The samples were analyzed immediately after staining using FACS Aria II (BD Biosciences) flow cytometer. A total of 50,000 events per sample (*n* = 3) were collected. This staining was performed on live cells during the proliferative phase (90% confluency). Data were analyzed using FlowJo (TreeStar, USA) and GraphPad Prism software.

The second test related to oxidative stress called Total Antioxidant Capacity (TAC) Assay Kit (Abcam, UK) was used according to the manufacturer protocol. This test can measure either the combination of both small molecule antioxidants and proteins or small molecules alone in the presence of our proprietary Protein Mask. Cells were seeded on 96-well plates at 2 × 10^6^ cells (*n* = 6). After a 90-min incubation, the plate was read on Tekan System reader at 570 nm wavelength. Data were analyzed using GraphPad Prism software.

Lipid peroxidation is the degradation of lipids that may accompany the activity of several cell damage factors including hydrogen peroxide. It is also one of the popular markers for oxidative stress. Lipid peroxidation Assay Kit (Sigma-Aldrich) was used to measure lipid peroxidation. All the procedure was performed based on the provided manufacturer protocol. The concentration of MDA was measured for *n* = 6. The staining was performed on live cells during differentiation phase.

In order to increase the reliability of the obtained results related to cell survival, the MTT test was also performed (*n* = 6) based on the previously published protocol [16]. Data for both tests were analyzed using GraphPad Prism software.

Qualitative flow cytometry assay for mitochondrial depolarization was also performed according to the manufacturer protocol. The 5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimidazolylcarbocyanine iodide (JC-1, Sigma-Aldrich) was used. It is a cationic, lipophilic dye that accumulates in mitochondria and exhibits green fluorescence (525 nm) in its monomeric state. The mostly implemented application of JC-1 is detection of mitochondrial depolarization occurring in the early stages of apoptosis. JC-1 was dissolved in DMSO and medium II for a final concentration of 0.6 μM. The cells were incubated at 37 °C, washed, trypsinized, and resuspended in 2%FBS/PBS medium. Fifty thousand events were collected for each sample using FACS Aria II (BD Biosciences) flow cytometer. Fluorescence compensation was done for 525 nm. This staining was performed on live cells during the proliferative phase (90% of confluency; *n* = 3). Data were analyzed using FlowJo (TreeStar, USA) and GraphPad Prism software.

## Results

In the “Results” and “Discussion” sections, gene symbols are marked in italics and lowercase. The arrows indicate the direction of expression change: ↓ and ↑ for down- and upregulation, respectively.

### Microarray analysis

Analysis of the miRNA expression in differentiating equine satellite cells incubated with HMB (24 h) and exposed to H_2_O_2_ (1 h) revealed differences in 27 miRNAs. Among them, eight demonstrated higher expression and 19 lower expression when compared to control (Table 3).

**Table 3:** MiRNAs differentially expressed in HMB-incubated equine satellite cells exposed to H_2_O_2_, compared to control

No.	Name	Regulation	FC ([HMB] vs [CTRL])	Log FC ([HMB] vs [CTRL])	FDR	miRBase accession no.
1	eca-miR-146a	Up	120.92	6.92	2.74E−18	MIMAT0013065
2	eca-miR-146b-5p	Up	2.68	1.42	9.66E−07	MIMAT0012891
3	eca-miR-204b	Up	1.74	0.79	3.26E−03	MIMAT0013112
4	eca-miR-222	Up	1.60	0.68	7.79E−04	MIMAT0013204
5	eca-miR-155	Up	1.49	0.57	2.30E−03	MIMAT0013182
6	eca-miR-193a-3p	Up	1.39	0.47	9.29E−06	MIMAT0013026
7	eca-miR-221	Up	1.38	0.46	2.11E−03	MIMAT0013203
8	eca-miR-101	Up	1.34	0.42	2.10E−05	MIMAT0012951
9	eca-miR-142-3p	Down	105.23	− 6.72	2.81E−16	MIMAT0013023
10	eca-miR-675	Down	97.37	− 6.60	1.71E−17	MIMAT0013053
11	eca-miR-486-5p	Down	2.21	− 1.14	2.95E−10	MIMAT0013186
12	eca-miR-542-5p	Down	2.10	− 1.07	1.71E−03	MIMAT0013237
13	eca-miR-149	Down	1.86	− 0.89	4.68E−10	MIMAT0012973
14	eca-miR-206	Down	1.66	− 0.73	1.76E−06	MIMAT0013098
15	eca-miR-208b	Down	1.66	− 0.74	1.50E−08	MIMAT0012900
16	eca-miR-133a	Down	1.62	− 0.70	4.99E−09	MIMAT0012997
17	eca-miR-133b	Down	1.59	− 0.67	8.26E−09	MIMAT0013097
18	eca-miR-128	Down	1.58	− 0.66	1.19E−04	MIMAT0013076
19	eca-miR-542-3p	Down	1.53	− 0.61	5.92E−06	MIMAT0013238
20	eca-miR-1	Down	1.49	− 0.57	2.86E−05	MIMAT0012994
21	eca-miR-324-5p	Down	1.49	− 0.58	3.75E−07	MIMAT0013033
22	eca-miR-450c	Down	1.49	− 0.58	2.86E−05	MIMAT0013222
23	eca-miR-450a	Down	1.44	− 0.53	1.19E−05	MIMAT0013219
24	eca-miR-532-3p	Down	1.44	− 0.53	1.02E−07	MIMAT0013236
25	eca-miR-331	Down	1.37	− 0.46	1.60E−07	MIMAT0013188
26	eca-miR-374b	Down	1.34	− 0.42	2.81E−02	MIMAT0013214
27	eca-miR-30c	Down	1.31	− 0.39	2.41E−07	MIMAT0012915

FDR ≤ 0.05, FC ≥ 1.3, *n* = 8

Analysis of gene expression profile for the same experimental conditions as those mentioned above revealed difference in the expression of 4740 transcripts. 

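Gene expression was measured in equine satellite cells (ESC), the muscle stem cells that proliferate and fuse into myofibers, on day 3 of differentiation. The HMB-treated group was kept with 50 µM HMB, a metabolite of leucine, for 24 h and was exposed to 3 mM H_2_O_2_ during the last 1 h. The control group received H_2_O_2_ without HMB. On each of 4 arrays, 825 ng of cRNA from HMB-treated cells labeled with Cy5 was hybridized together with 825 ng of control cRNA labeled with Cy3. The dyes were not swapped on any array, so the treatment is confounded with the dye. All 4 arrays lay on 1 slide, hence the slide could not be examined as a batch. The paper gives 4 control samples, whereas the sample labels give the control the same replicate number on every array. If the control was 1 RNA, the spread between controls is missing from the errors reported here. The authors deposited the scanner output of Agilent's Feature Extraction software and a table of normalized values. In both, the background had been subtracted and the channels had been brought to one scale by linear and lowess normalization within each array, which removes a shift shared by most transcripts. Each spot carried the log10 ratio of Cy5 over Cy3. For the values given here, the ratios were turned to the log2 scale, on which a positive value means higher expression in the HMB-treated group. Each array held 45220 spots, and 43803 of them were not controls and belonged to 43603 different probes of 60 bases. Control spots and spots marked as non-uniform or as outliers were left out. The marked spots numbered 13 on each of replicates 1, 2 and 3 and 35 on replicate 4. Spots of 1 probe were averaged. In the Cy3 channel, between 57.6% and 60.6% of the non-control spots were well above background, and in the Cy5 channel, between 55.2% and 61.8%. A probe was tested if at least 1 of its channels was well above background on all 4 arrays, which left 24669 probes. The log2 ratio of a probe was tested against 0 with limma, with each array as 1 replicate. A probe was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an FC of 1.3 or more. The ratios of any pair of arrays correlated across probes with a Pearson's r between 0.837 and 0.920, where probes are not independent replicates. The number of arrays limits the precision of every value. The methods select the culture with the best scores for further analysis, so n = 4 need not stand for 4 horses. A gene with several probes is given by its tested probe with the highest mean intensity. Coordinates are those of the probe in the files, on the EquCab1 build of the horse genome.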

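Among the 24669 tested probes, 7046 were called, of which 2996 were higher and 4050 lower in the HMB-treated group. The ratio had the same sign on all 4 arrays in 6958 of the called probes. The methods' t-test of the same ratios against 0 gave 5030 probes after Benjamini-Hochberg correction, and 6458 probes when the correction was left out. The largest planned change of the count came from limma's treat, which tests for an FC above 1.3 and called 2822 probes. With each replicate left out in turn, between 6641 and 7155 probes were called. The share of called probes that were higher with HMB was 42.5%, but it depended on the processing and on the size asked of a change. This share was 54.6% with treat, 53.2% after a correction for the GC content of the probes and 63.2% when the arrays were centered on their median without lowess. When the background was corrected by limma's normexp or left in before loess, it was 55.0% and 60.1%, respectively. When the arrays were scaled to the spike-in RNA, a choice made after the data were seen, it was 6.72%. Large changes were mostly rises, since 456 called probes rose and 26 fell by an FC of 4 or more. These counts depended on the processing as well. They were 217 and 0 with normexp and 341 and 116 with the scaling to spike-in RNA. Normexp was run with an offset of 50, which pulls the ratios of dim probes toward 0 by construction, as does background left in. With both channels well above background on all 4 arrays, the counts of large changes were 279 and 9. From tests of these ratios at an FDR of 0.05 or less and an FC of 1.3 or more, the paper counts the transcripts that differed between the groups. The paper takes them as DEG into the functional analysis and compares them with the predicted targets of the miRNAs.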

After removing all duplicate values and unknown sequences, 1923 unique genes were found (Additional file 1: Table S1).

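The symbol in the files was kept for 24727 of the 43603 probes and replaced as a synonym for 235. Of the probes with only an accession, 484 were named through RefSeq, in part with a provisional symbol, and 5 through Table 5. Of the 7046 called probes, 4313 carried a gene symbol, 2458 had only an accession or probe identifier, and 275 had a provisional symbol starting with LOC. After duplicates were removed, 2559 of the 8410 tested symbols were called on 1 or more probes. The called probes were all higher with HMB for 935 symbols and all lower for 1623, while 1 symbol had called probes in both directions. Several probes were tested for 1145 of the called symbols, and for 439 of these, not every probe was called. The methods' t-test gave 1886 symbols. When the ratio was averaged over all tested probes of a gene before the test, 2325 symbols were called.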

### Functional analysis of identified miRNAs and differentially expressed genes (DEG)

Based upon the Pathway Studio Web Software (Elsevier, USA) and available literature, the results were divided into groups containing miRNAs related to the specific cellular processes, as follows: (1) cell proliferation and differentiation (miR-1, miR-133a/b, miR-206, miR-128, miR-146a/b, miR-204, miR-155, miR-193a, miR-221/222, miR-324, miR-331, miR-374b, miR-486, miR-675), (2) muscle regeneration and hypertrophy (miR-1, miR-133a/b, miR-142, miR-128, miR-146b, miR-208b, miR-675), (3) oxidative stress and inflammation (miR-146a/b), and (4) others (miR-149, miR-30c, miR-532-3p, miR-532-5p, miR-542) (Fig. 4).

**Fig. 4:**
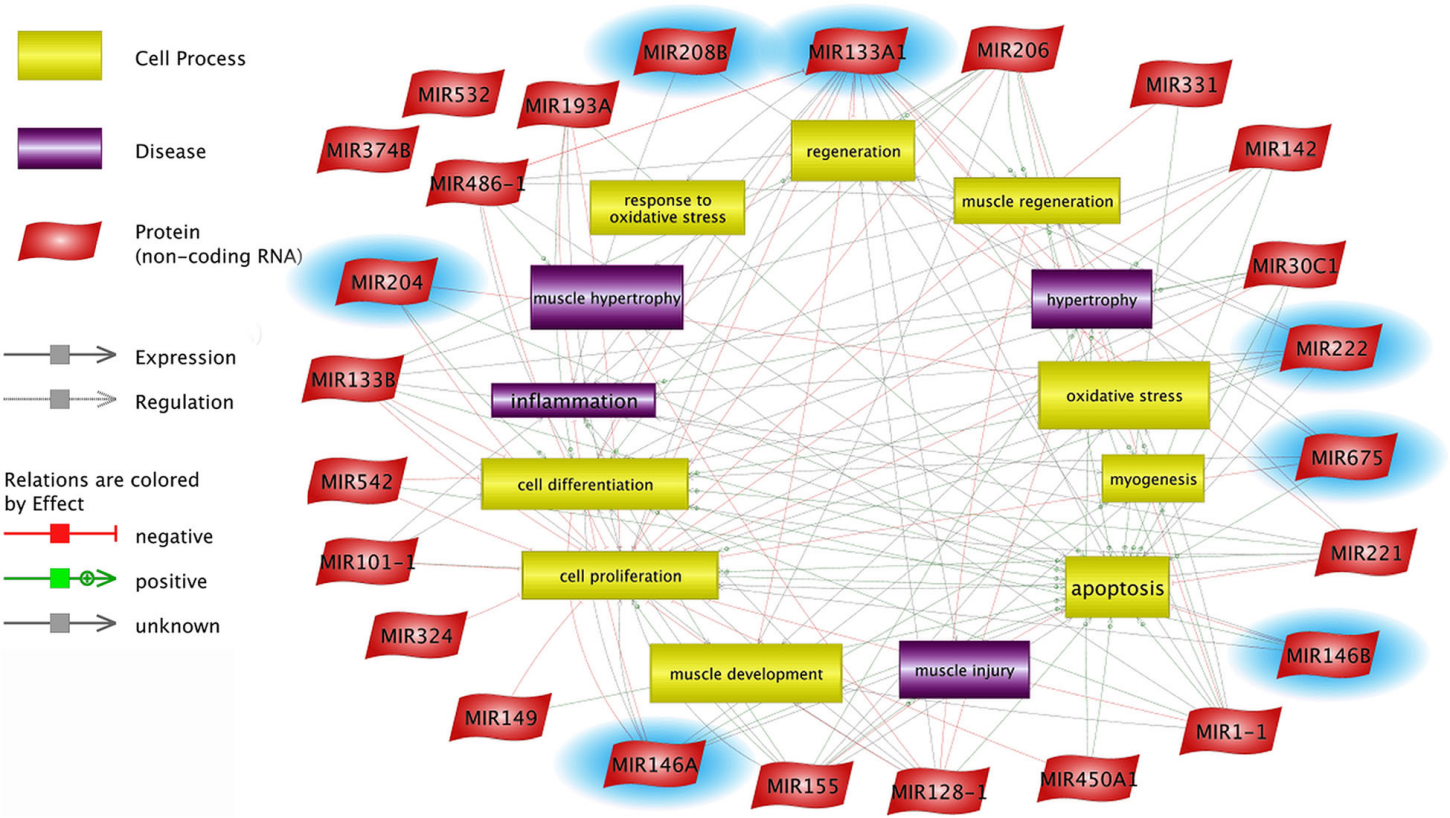
Identified miRNAs and their involvement in some selected physiological and pathological processes. MiRNAs in blue clouds were RT-qPCR-validated

Functional analysis showed that GE microarray identified genes were significantly associated with the following biological processes: cellular processes, muscle organ development, proteolysis involved in cellular protein catabolic process, muscle cell differentiation, positive regulation of biological processes, cell death, apoptosis, regulation of cell proliferation, and positive regulation of inflammatory process (Additional file 2: Table S2).

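Lists of genes written from general knowledge after reading the paper and a part of its Table S1, in place of the ontology terms, were tested with limma's fry and adjusted over 12 lists. The median log2 ratio of 28 sarcomere genes was −0.95, and the medians of the single arrays lay between −1.05 and −0.76 (fry, adjusted p = 0.00311). Of these 28 genes, 23 were called, all lower with HMB, and the count adjusted over the list alone was also 23. The paper itself names 7 of the 37 genes of this list. The median was −0.59 with normexp. With the 1 gene that was not well above background in Cy5 placed at its bound, the median was −0.88. Among 10 myogenic regulators, the median was −0.18 (fry, adjusted p = 0.0347), and replicate 3 had a median of 0.0011. Of these genes, 5 were called, 1 higher and 4 lower. The median lay inside the band of random lists of the same size and intensity (−0.35 to 0.15, without the 2.5% at each end). This list did not pass the threshold without replicate 1, 3 or 4, or in several other ways of processing the ratios. The 29 constitutive proteasome subunits had a median of −0.20 (fry, adjusted p = 0.039) and 4 called genes. They did not pass without any 1 of the replicates, and their median turned to 0.0089 when the arrays were centered without lowess. In contrast, 10 of 10 genes of the immunoproteasome and antigen processing were called higher, with a median of 1.27 (fry, adjusted p = 0.00302). For 9 muscle ubiquitin ligases and atrophy genes, the median was −0.07 and the mean 0.03, with 2 genes called higher and 3 lower (fry, adjusted p = 0.0358). Here fry pointed lower although the mean was above 0, and the median lay inside the band of random lists (−0.29 to 0.17). The atrophy list did not pass without replicate 1, 2 or 4, so no change of these genes as a group is concluded. The 27 cell cycle genes had a median of 0.06 (fry, adjusted p = 0.879), and 1 was called higher, or 0 when adjusted over the list alone. Their medians were 0.60 and 0.35 on replicates 1 and 2 and −0.44 and −0.27 on replicates 3 and 4. Of 22 NF-kB target genes, 21 were called, all higher, with a median of 3.63 (fry, adjusted p = 4.05e-04). The 28 interferon-stimulated genes had a median of 3.11 (fry, adjusted p = 4.05e-04), and 27 of them were called higher. With camera and its preset correlation, the sarcomere, immunoproteasome, NF-kB and interferon lists passed the threshold, and with an estimated correlation, 0 of the 12 lists did.

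**Figure D1:**
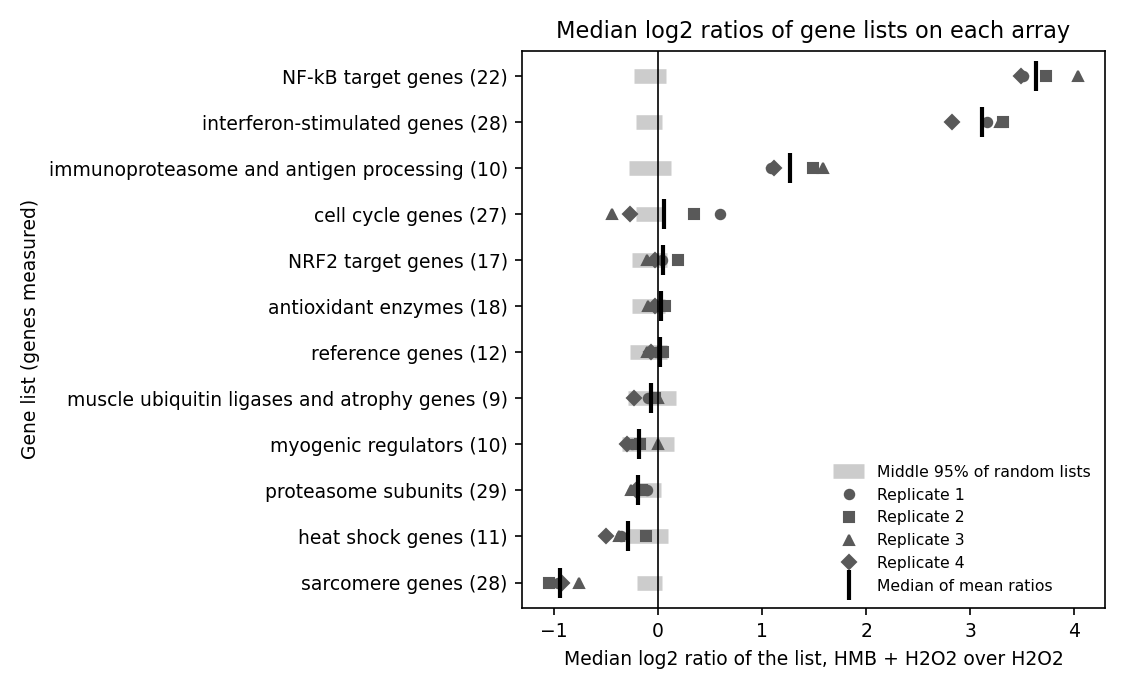
Median log2 ratio of HMB + H_2_O_2_ over H_2_O_2_ (x axis) for 12 gene lists (y axis, genes measured in parentheses), with a symbol for each of the 4 arrays and a bar for the median of the mean ratios. Grey bands show the medians of 10000 random lists of the same size and intensity, without the 2.5% at each end. The NF-kB, interferon and immunoproteasome lists lie far to the right of their bands and the sarcomere list far to the left. The heat shock list lies just left of its band and the cell cycle list just right, with arrays of the latter on both sides of 0.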

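Among the genes of muscle organ development, *acta1* fell with an FC of 2.15 (SD of the log2 ratio 0.22, n = 4). On the log2 scale, *myh3* fell by 1.38 (SD 0.33) and *myh7* by 1.25 (SD 0.20). The light chains *myl2* and *myl3* fell by 0.54 (SD 0.13) and 0.70 (SD 0.21). Higher ratios were found for *cav1* (0.56 ± 0.12, SD) and *sgcd* (0.42 ± 0.07). All of these changes had the same direction on 4 of 4 arrays, and limma's adjusted p was between 1.54e-04 for *myh7* and 0.00274 for *sgcd*. The second tested probe of *sgcd* had a log2 ratio of 0.04 and was not called. With limma's treat, *myl2*, *myl3*, *cav1* and *sgcd* were not called, nor was *myl2* with the arrays centered on their median or *sgcd* with the mean over its probes. Together with *myf5* and *tgfb2*, 9 genes of this group are reported here, 2 called higher and 7 lower. In the group of response to wounding, *igf2* fell by 0.55 (SD 0.20, adjusted p = 0.00365 from limma) and was not called with treat. Of 17 genes of the inflammatory, innate immune and oxidative stress group, 15 were tested, and all 15 were called, 11 higher and 4 lower. The paper named the genes of these groups as changed on these arrays, so these counts are not independent evidence.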

Among identified genes (DEG), special attention has been focused on a few important groups which are known to be HMB affected: muscle organ development (e.g., *six1*, *myf5*, *acta1*, *cav1*, *myh3*, *myh7*, *myl2*, *myl3*, *sgcd*, *tgfb2*), response to wounding/injury (e.g., *jak2*, *igf2*, several members of *cxcl* and interleukin genes, *sod1*, *sod2*), inflammatory response/innate immune response/oxidative stress (*tlr3*, *tlr4*, *tlr10*, *cd40*, *cd44*, *igf2*, *itgb6*, *il-5*, *il-6*, *il-15*, *il-23*, *sod1*, *sod2*, and a large group of chemokine ligand: *ccl*-*1*, *ccl*-*2*, *ccl*-*5*, *ccl*-*8*).

### RT-qPCR validation

From the microarray results, six miRNAs and six genes were selected as a single representative for the aforementioned processes for further RT-qPCR validation. The analysis confirmed statistically significant differences in the expression of six miRNAs (miR-204, miR-208b, miR-222, miR-675, miR-146a, and miR-146b) and six genes (*sod1*, *sod2*, *tgfb2*, *myf5*, *bdnf*, *otud4*) in HMB-treated ESC when compared to control condition (CTRL) (Fig. 5). 

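On the arrays, *sod2* and *otud4* were higher and *sod1*, *tgfb2*, *myf5* and *bdnf* were lower in the HMB-treated group, each on 4 of 4 arrays. The ratio of *sod2* (AY246751, probe on chromosome 31 from 8533066 to 8533125) was 3.07 ± 0.19 on the log2 scale (SD, n = 4), an FC of 8.38 with a limma adjusted p of 3.36e-06. All 10 of its tested probes were called higher, with FC from 5.64 to 10.8. For *otud4* (ENSECAT00000025178, chromosome 2, 72857474 to 72857533), the ratio was 1.52 ± 0.28 (SD, n = 4; limma adjusted p = 1.74e-04). The smallest change was that of *sod1* (NM_001081826, chromosome 26, 13302343 to 13302402), with −0.43 ± 0.08 (SD, n = 4; limma adjusted p = 0.00267). It was not called with treat, after the correction for probe GC content (−0.37) or with the arrays centered on their median (−0.16). The probe of *tgfb2* (ENSECAT00000017826, chromosome 30, 4092948 to 4093007) had a ratio of −1.13 ± 0.21 (SD, n = 4; limma adjusted p = 2.67e-04), and 4 of 4 tested probes were called lower. For *myf5* (ENSECAT00000021416, chromosome 28, 7932611 to 7932670), the FC was 2.81 toward lower expression (SD of the log2 ratio 0.34, n = 4, limma adjusted p = 3.21e-04). Its 6 tested probes were all called lower. Finally, *bdnf* (NM_001081787, chromosome 7, 81844443 to 81844502) changed by −1.07 ± 0.16 (SD, n = 4; limma adjusted p = 1.69e-04), and its 5 tested probes were called lower. Each of the 6 genes was called with any 1 replicate left out.

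**Figure D2:**
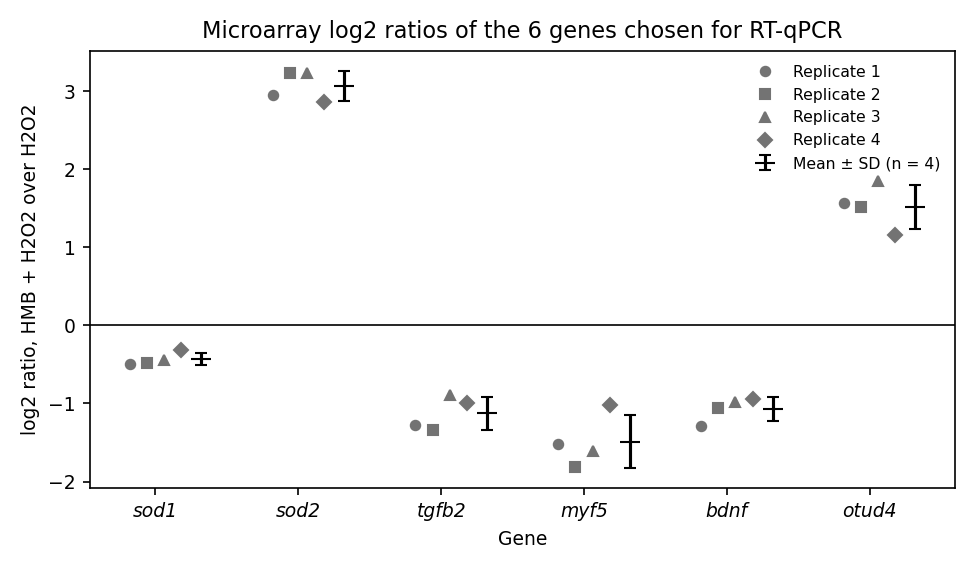
Microarray log2 ratios of HMB + H_2_O_2_ over H_2_O_2_ (y axis) of the 6 genes chosen for RT-qPCR (x axis), with a symbol for each of the 4 arrays and the mean ± SD beside them. The 4 arrays of *sod2* lie between 2.86 and 3.24, and those of *sod1* between −0.49 and −0.31.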

All RT-qPCR validated miRNAs and genes presented the same trend as microarray results.

**Fig. 5:**
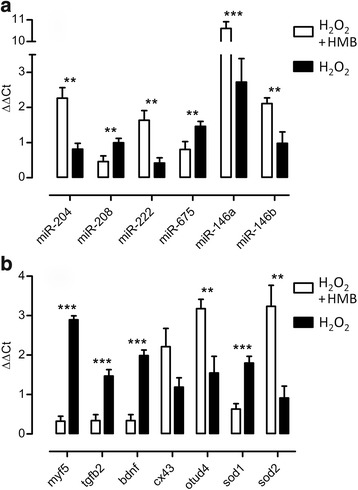
Expression of selected miRNAs (**a**) and genes (**b**) validated by RT-qPCR. Presented values are means ± SE (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001). HMB—cells treated with HMB and exposed to H_2_O_2_. CTRL—cells without HMB treatment, exposed to H_2_O_2_ (*n* = 6)

### Prediction and ontological analysis of miRNA target genes (DET)

TargetScan analysis was performed to predict potential target genes for all identified miRNAs. The analysis revealed unique 3310 targets for downregulated and 2117 unique targets for upregulated miRNAs. We compared all identified HMB-regulated DEG and aforementioned predicted miRNA target genes to find those which could be regulated by HMB-induced miRNAs in ESC cultures exposed to H_2_O_2_. Finally, 344 differentially expressed target genes (DET) were identified.

Functional analysis showed that DET were associated significantly with several processes which plays an important role in the physiological (protein metabolism, muscle tissue development, cellular homeostasis, apoptosis) and pathological (inflammation, cancer) conditions in muscular tissue (Table 4).

**Table 4:** Selected biological processes in which identified differentially expressed target genes (DET) were involved

Category	Term	Count	FDR
GOTERM_BP_DIRECT	Skeletal muscle tissue development	5	5.4E0
GOTERM_BP_DIRECT	Regulation of inflammatory response	5	7.6E0
GOTERM_BP_DIRECT	Positive regulation of protein catabolic process	5	1.7E1
GOTERM_BP_DIRECT	Actin filament organization	5	2.5E1
GOTERM_BP_DIRECT	Positive regulation of Notch signaling pathway	4	3.6E1
GOTERM_BP_DIRECT	Protein ubiquitination involved in ubiquitin-dependent protein catabolic process	7	3.7E1
GOTERM_BP_DIRECT	Muscle cell cellular homeostasis	3	4.5E1
GOTERM_BP_DIRECT	Regulation of apoptotic process	7	5.0E1

Signaling pathway analysis showed that 27 identified miRNAs could affected target genes involved in several important signaling pathways related to the processes previously described as modified by HMB and also some other which HMB was suspected to affect. The most meaningful pathways are the following: MAPK, RIG-I, Toll-like receptor, hypertrophic cardiomyopathy, ubiquitin-mediated proteolysis, Ras, and response to oxidative stress.

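Table 7 lists 39 different genes, with the entry *dgfra* read as *pdgfra*, and 38 of them were tested on their brightest probe. Of these, 33 were called, 16 higher and 17 lower with HMB, and *traf3*, *mapk14*, *fgf11*, *tpm1* and *tpm3* were not called. For 3 of these 5 genes, another probe listed under the same symbol was called. The called genes numbered 10 of 12 in the MAPK pathway (5 higher and 5 lower), 6 of 8 in the RIG-I-like receptor pathway (5 higher and 1 lower) and 5 of 7 in the Toll-like receptor pathway (4 higher and 1 lower). In hypertrophic cardiomyopathy, 6 of 8 genes were called, and 5 of the 6 were lower. All 8 genes of ubiquitin-mediated proteolysis were called, 2 higher and 6 lower. The Ras pathway had 5 called genes of 6 and the response to oxidative stress 4 of 5. With another way of normalizing, filtering or testing the ratios, 22 of the 33 called genes lost their call at least once. The paper picked the genes of Table 7 from these arrays, so the tallies are not independent evidence.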

### Western blot analysis

Western blot analysis of the level of reference proteins and five proteins related to the muscle tissue, muscle damage, and oxidative stress was performed. However, the results are difficult to interpret. Protein degradation at different levels was observed in all samples treated only with hydrogen peroxide (Fig. 6). In groups pre-incubated with HMB and H_2_O_2_, protein degradation was smaller or not observed. It is related to the protein degradation which is strongly linked to hydrogen peroxide effect.

**Fig. 6:**
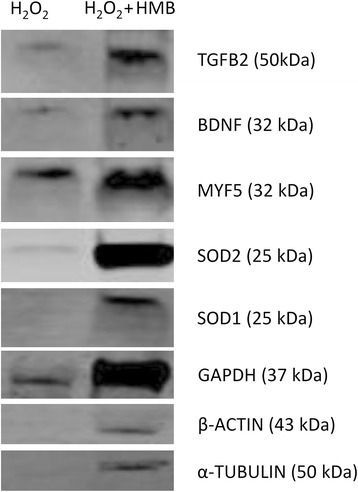
Degradation of protein in H_2_O_2_-treated cell cultures

### Cell viability, cell damage, and oxidative stress

To measure cell viability, two tests were used—MTT and SYTOX Red Dead Cell (as a component of CellROX Green Reagent kit). In both tests, increased cell viability and decreased amount of dead cells were observed in a group pre-treated with HMB and incubated with H_2_O_2_ than in a control group (incubated only with H_2_O_2_). All the results from these two tests were statistically significant (*p* < 0.05). The results of SYTOX Red Dead Cell (A) and MTT test (B) are presented in Fig. 7.

**Fig. 7:**
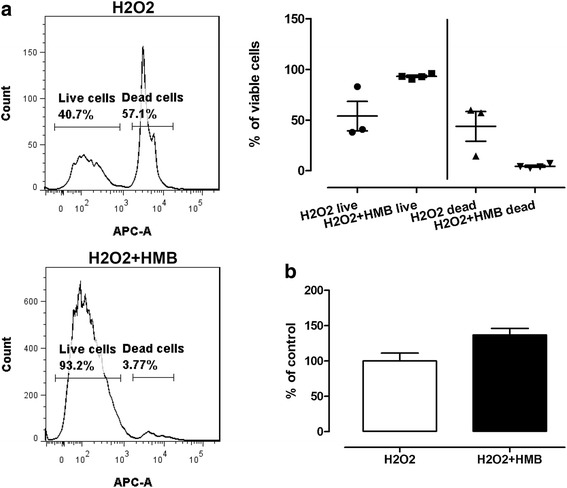
Effect of HMB on cell viability measured by SYTOX Red Cell Dead assay (**a**) and MTT assay (**b**). Each value is the mean ± standard error of the results (*n* = 3, SYTOX Red Cell Dead assay; *n* = 6, MTT assay). Statistical analysis was performed using the one-way ANOVA (*p* < 0.05) and unpaired *t* test (*p* < 0.05) for SYTOX Red Cell Dead and MTT assay, respectively. H_2_O_2_—cells without HMB treatment and exposed to H_2_O_2_. H_2_O_2_ + HMB—cells treated with HMB and exposed to H_2_O_2_

Oxidative stress was measured using CellROX® Green Reagent. There was no significant difference between groups (Fig. 8a). Similar results were obtained with the test for lipid peroxidation. There were no statistically significant differences between HMB pre-treated group and control. However, surprisingly, higher lipid peroxidation trend was observed in a HMB pre-treated group compared to control (Fig. 8b).

**Fig. 8:**
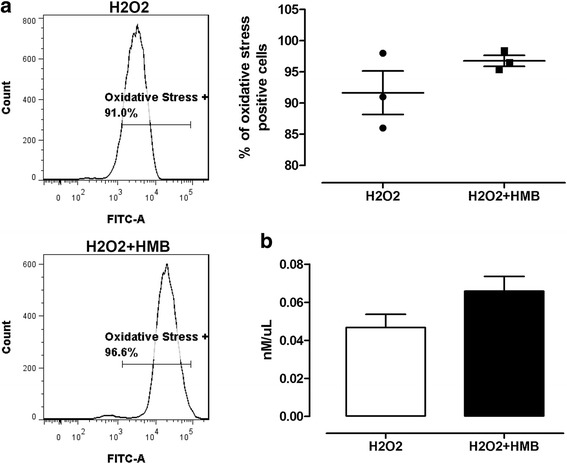
Effect of HMB on oxidative stress—CellROX® Green assay (**a**) and Lipid peroxidation assay (**b**). Each value is the mean ± standard error of the results (*n* = 3, CellROX® Green assay; *n* = 6, lipid peroxidation assay). Statistical analysis was performed using the one-way ANOVA (*p* < 0.05) and unpaired *t* test (*p* < 0.05) for CellROX® Green assay and lipid peroxidation assay, respectively. H2O2—cells without HMB treatment and exposed to H_2_O_2_. H_2_O_2_ + HMB—cells treated with HMB and exposed to H_2_O_2_

Qualitative flow cytometry assay for mitochondrial depolarization (JC-1) showed significant differences between the Q2 population (monomers + aggregates in %) and Q4 population (JC-1) in control and HMB pre-treated group. There was no significant difference between Q1 population (% of aggregates) and Q3 population (% of monomers) (Fig. 9a).

**Fig. 9:**
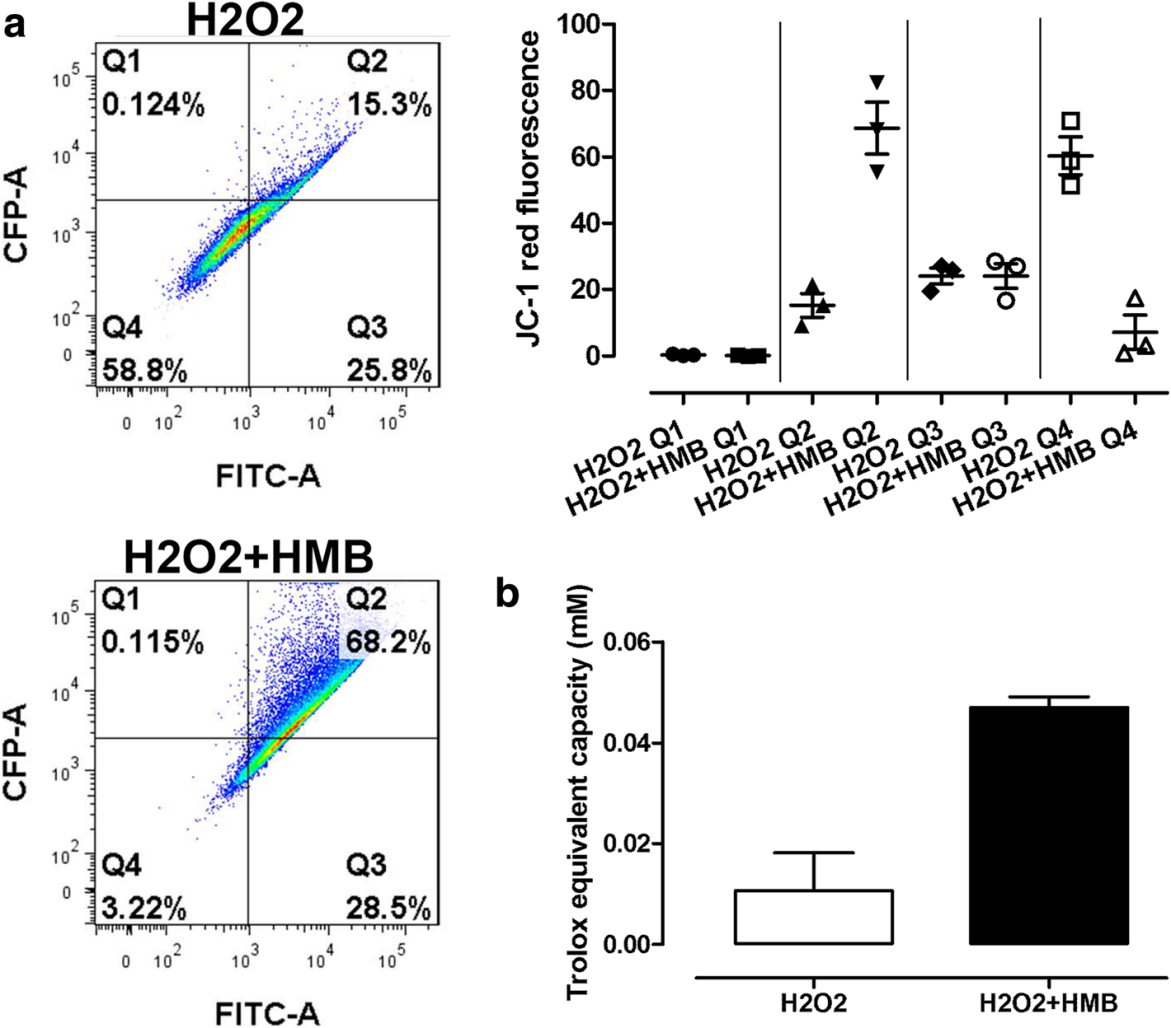
Qualitative flow cytometry assay for mitochondrial depolarization (**a**) and total antioxidant capacity (TAC) (**b**). Each value is the mean ± standard error of the results (*n* = 3, JC-1 assay; *n* = 6, TAC assay). Statistical analysis was performed using the one-way ANOVA (*p* < 0.05) and unpaired *t* test (*p* < 0.05) for JC-1 assay and TAC assay, respectively. H_2_O_2_—cells without HMB treatment and exposed to H_2_O_2_. H_2_O_2_ + HMB—cells treated with HMB and exposed to H_2_O_2_

Results obtained in a total antioxidant capacity (TAC) assay showed significant differences between HMB pre-treated and control group. Higher antioxidant capacity was observed in HMB pre-treated group (Fig. 9b).

## Discussion

MicroRNAs are essential regulators for numerous biological processes by modulating gene expression at the post-transcriptional level. Several muscle-specific miRNAs (myomiRs) have been shown to play an important role in normal myoblast proliferation, differentiation, and muscle remodeling in response to different type of factors. Recent studies have begun to link miRNAs and certain muscle-related diseases [21]. Modulation of miRNAs by dietary factors and miRNA-based gene therapies seems to be a promising option for the treatment of cardiac and skeletal muscle diseases [22]. Among dietary additives, HMB seems to be an interesting potential myoprotectant for horses [8]. Previous studies suggest that HMB may be involved in the regeneration processes of skeletal muscles [23]. Moreover, HMB stimulates skeletal muscle satellite cell activation and may potentially increase skeletal muscle regenerative capacity after damage induction [24].

Our objective was to determine the influence of HMB on miRNA and gene expression in differentiating equine satellite cells subjected to damaging activity of hydrogen peroxide, as an in vitro model of short extreme effort-related muscle damage observed in racing and sport horses.

Microarray analysis of total RNA in differentiating ESC incubated with HMB (24 h) and treated with H_2_O_2_ (1 h) revealed the difference in the expression of 27 miRNAs (Table 3) and 4740 DEG (Additional file 1: Table S1) from which 344 DET were chosen (Table 4). Identified miRNAs and a large group of identified genes were previously described as these involved in the pathological and physiological processes in skeletal muscles as well as in other tissues. Selected miRNAs (miR-204 (↑), miR-208b (↓), miR-222 (↑), miR-675 (↓), miR-146a (↑), miR-146b (↑)) and genes (*bdnf* (↓), *sod1* (↓), *sod2* (↑), *tgfb2* (↓), *myf5* (↓), *otud4* (↑)) were validated by RT-qPCR showing the same trend as in microarray analysis.

### HMB effects on miRNAs related to satellite/muscle cell proliferation and differentiation

Of the 27 identified miRNAs, 9 are related to cell proliferation and 13 to differentiation in muscle tissue (Fig. 4). Some of miRNAs seem to be particularly interesting in the context of previous publications confirming proven and potential HMB effect on muscle. Among them, family of miR-146a/b able to balance the induction of muscle proliferation or differentiation with miR-146 up- and downregulation, respectively [25]. The miR-146a was one of the highest differentially expressed molecules showing 120.92 fold change in HMB-treated cells. It could suggest their possible involvement in promotion of HMB-induced myoblast proliferation. It is well-known that activation and proliferation of satellite cells is a prerequisite of skeletal muscle injury repair [12], and it is possible that HMB is capable to influence miRNA expression, increasing myoblast proliferation rate and thus facilitating the myofiber regeneration. Similar observations were done for miR-133, in which upregulation was described as proliferation-inducing while its downregulation was responsible for differentiation progression [26]. Interestingly, miRNA-222/221 which over-expression was noticed in myoblasts undergoing differentiation with its downregulation after differentiation [27] was downregulated in ESC cultures exposed to H_2_O_2_ and pretreated with HMB, when compared to control. The same expression trend (↓) was observed in miR-374b which over-expression is known to impair C2C12 cell differentiation, while inhibition promoted this process [28]. Moreover, three miRNAs (miR-675, miR-324, and miR-331) known to be over-expressed in muscle cell differentiation [29, 30] were downregulated in our experiment. Two other miRNAs, miR-206 and miR-1, known to be downregulated in muscle cell proliferation and upregulated during differentiation [31], have manifested downregulation in ESC cultures treated with HMB. Moreover, some of the identified miRNAs showed the opposite trend of expression change to this mentioned above (miR-1↓, miR-133↓, miR-206↓), promoting cell differentiation and proliferation in case of miRNA upregulation and downregulation, respectively. They were represented by miR-204 which was upregulated in differentiated human cardiomyocyte progenitor cells [32] and miR-155 (↑) and miR-193a (↑), known to regulate cell differentiation in muscle cells [33] and brown fat cells [34], respectively. All of them possessed the same expression trend which was observed in our experiment in the case of HMB-treated group.

The search of DET for the aforementioned miRNAs was done using Pathway Studio Web and has revealed a large group of genes involved in proliferation and differentiation, the processes previously described to be HMB modulated. 

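The log2 ratio of *ets1* was 0.99 ± 0.30 (SD, n = 4; limma adjusted p = 0.00115), but it was 0.23 and not called when the background was corrected by normexp. The retinoic acid receptor genes *rarb* and *rarg* had ratios of 1.00 ± 0.27 and 0.90 ± 0.24 (SD, n = 4 for each; limma adjusted p = 7.91e-04 and 8.52e-04). Replicate 1 lay apart for *rarg*, at 0.54. For *klf4*, the ratio was 1.14 ± 0.31 (SD, n = 4; limma adjusted p = 6.72e-04). All 4 of these genes were higher with HMB on 4 of 4 arrays, but the paper picked them from these arrays.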

The following cell proliferation-related genes were identified: *jak2* (target of identified miR-101, miR-155), *rarg* (miR-142-3p, miR-30c), *pten* (miR-146a, miR-374b, miR-193a), *ets1* (miR-221/222), and *rarb* (miR-146a, miR-146b); cell differentiation-related target genes: *jak2* (miR-155), *pten* (miR-1), *klf4* (miR-1, miR-146a, miR-206) and *ets1* (miR-221/222). Moreover, we identified several target genes which are involved in muscle organ development: *sgcd* (miR-142-3p), *scd* (miR-1, miR-128), *cav3* (miR-101), *tcf12* (miR-101, miR-142-3p, miR-155, miR-204, miR-208, miR-221/222), and *col19a1* (miR-1, miR-206), as modulated in ESC treated with HMB. 

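Among these genes, *cav3* fell by 0.80 on the log2 scale (SD 0.10, n = 4, limma adjusted p = 2.90e-04) and *tcf12* by 0.44 (SD 0.10, limma adjusted p = 0.00302). The latter was not called with treat, with normexp or no background correction, with the arrays centered on their median or after the correction for probe GC content. The ratio of *scd* was 0.33 ± 0.16 (SD, n = 4; limma adjusted p = 0.0163), below the FC threshold, and 0 of its 3 tested probes were called. It passed this threshold with the arrays centered on their median (0.47), after the correction for probe GC content (0.38) and without replicate 2 (0.38). The probe of *col19a1* was well above background on 3 of 4 arrays in each channel and was not tested. Without the filter on dim probes its ratio was 0.44 (limma adjusted p = 0.0341), and it was called.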

Special attention deserves miR-206 together with described above miR-1 and miR-133 which regulate expression of one of its potential target genes *cx43* involved not only in muscle development but also in muscle regeneration where its upregulation was observed [35]. 

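The gene *cx43*, also known as *gja1* (ENSECAT00000005498, probe on chromosome 10 from 63766299 to 63766357), was higher in the HMB-treated group on 4 of 4 arrays. Its log2 ratio was 0.93 ± 0.09 (SD, n = 4; limma adjusted p = 1.35e-04), an FC of 1.91. All 13 tested probes of this gene were called higher, with ratios from 0.73 to 1.13.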

The same expression trend of *cx43* was observed in our experiment in HMB-treated group. MiR-206 decreased expression in our experiment may be related to the fact that inhibition of miR-206 robustly increases myotube development [36].

Taken together, changes in expression of pro-proliferative (miR-133a/b, miR-146a/b, miR-222/221) and differentiation-related miRNAs (miR-1, miR-133a/b, miR-155, miR-193a, miR-204, miR-206, miR-221/222, miR-331, miR-324, miR-374, miR-675) were observed following HMB incubation and exposition of ESC cultures to H_2_O_2_, with concomitant changes in expression of their corresponding DET. These results, presenting the pro-proliferation and pro-differentiation effects of the aforementioned miRNAs, could be considered as contradictory, but in fact, both processes are important for proper myogenesis—satellite cell proliferation necessary for proper myofiber regeneration manifested by myoblast fusion with damaged fibers or new myofiber formation, here shown at the very early stage of this process.

### HMB involvement in oxidative stress and inflammation

In our study, we also observed HMB-related changes in the expression of miRNAs playing an important role in modulation of inflammation and oxidative stress. The acute inflammatory response is protective and stimulates repairing of injured tissue [11, 12]. The inflammatory infiltrate is a component of the satellite cell niche and also a source of locally released cytokines which regulate muscle regeneration.

One of the most interesting miRNAs involved in oxidative stress and inflammation appears to be miR-146 family which members are known as negative regulators of inflammatory cytokine expression during immune response [37, 38]. Curtale et al. [39] showed that miR-146b may mediate anti-inflammatory activities and modulates the TLR4 signaling pathway by direct targeting several genes which are most likely targets for our identified miRNAs (*cxcl10*, *tlr4*). Their study also provides evidence for a link between miR-146b and IL-10, indicating that miR-146b induction depends on the activity of IL-10, which is suspected to be realized by muscle cells, both in vivo and in vitro [40]. We did not observe changes in *il-10* mRNA expression in our experiment; however, other interleukin and cytokine gene expression was changed (e.g., *il-5*, *il-6*, *il-13*, *il-15*, *il-18*, *cxcl10*, and *ccl11*).

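The probe of *il-10* was well above background on 2 of 4 arrays in Cy3 and on 3 of 4 in Cy5, so it did not enter the test. Without the filter on dim probes, its log2 ratio was −0.25 ± 0.47 (SD, n = 4; limma adjusted p = 0.493), and no change was detected. The ratio of *il-15* was 1.94 ± 0.38 (SD, n = 4; limma adjusted p = 1.73e-04), an FC of 3.84. Lower ratios were found for *il-5* (−0.68 ± 0.26), *il-13* (−0.88 ± 0.20) and *il-18* (−1.06 ± 0.05; SD, n = 4 for each), with limma adjusted p of 0.00313, 6.11e-04 and 5.90e-05. The Cy5 channel of *il-13* was well above background on 2 of 4 arrays. With normexp or no background correction, *il-5* and *il-13* were not called, and *il-5* was not called with treat. In all, 7 of the 7 tested genes of this group were called, 4 higher and 3 lower. They were named by the paper as changed on these arrays, so this count is not independent evidence.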

In muscles, inflammatory response coincides with repair, regeneration, and growth, which involve activation and proliferation of satellite cells, followed by their terminal differentiation. Until now, limited number of data is available to distinguish features of muscle inflammation that promote injury from those that promote growth or repair of muscle. Moreover, dietary supplementation is known to be one of the ways to reduce skeletal and cardiac muscle damage by decreasing the inflammatory and oxidative stress response to exercise in sport horses [41]. In muscles, anti-inflammatory substances (e.g., NSAIDs) are used to control excess local tissue damage by limiting proteolysis from infiltrating inflammatory cells [42, 43]. HMB has been suggested to inhibit inflammation [44]. However, its anti-inflammatory mechanism is still not fully understood. Recent study conducted by Yakabe et al. [44] suggested that HMB has anti-inflammatory potential by downregulation of IL-6 expression. Surprisingly, *il-6* was upregulated in our experiment (FC = 20.01). 

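The probe of *il-6* (NM_001082496, chromosome 4, 53966444 to 53966503) had a log2 ratio of 4.32 ± 0.23 (SD, n = 4; limma adjusted p = 1.60e-06), an FC of 20.0 in favor of the HMB-treated group. It was the only probe of this gene that was tested. The single arrays gave 4.54, 4.35, 4.41 and 3.99. With each replicate left out in turn, the mean stayed between 4.25 and 4.43.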

Interestingly, the local production of IL-6 by skeletal muscle cells and stromal cells promotes activation of satellite cells, thereby increasing myotube regeneration [45]. It is known that IL-6 mediates many aspects of the exercise-induced acute-phase response, including the upregulation of antioxidant defenses as response to oxidative stress [46]. Similar to the aforementioned authors who demonstrated that miR-146b may inhibit pro-inflammatory cytokine secretion, we observed over-expression of both miR-146a and miR-146b. Moreover, miR-155, known to be an immunomodulatory miRNA, acts as a broad limiter of pro-inflammatory gene expression in muscle [47] possessing the same trend which was observed in our experiment in the case of HMB-treated group. This, in turn, suggests that HMB may play an important role in the inflammation processes as an anti-inflammatory factor which could be related to the inhibition of pro-inflammatory cytokine secretion by HMB-induced miR-146 over-expression and activate innate immunity response by miR-155 over-expression.

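Of the genes of Table 5, 16 are reported here, and all 16 were called higher in the HMB-treated group. They were also called higher with every other way of normalizing, filtering and testing that had been planned, but the size of the change depended on the background correction. With normexp, the ratio was 4.59 for *cxcl2*, 2.33 for *tlr3* and 2.08 for *ccl5*, below those given next. This table holds genes picked for their FC on these arrays, so the count is not independent evidence. Their log2 ratios lay between 2.28 for *psmb9* and 6.18 for *cxcl10*. The ratio of *cxcl2* was 6.04 ± 0.30 (SD, n = 4), an FC of 65.8, and its 4 tested probes gave ratios from 6.04 to 6.51. This gene belongs to a family of close paralogs, and cross-hybridization between them was not examined. The receptor gene *tlr3* had a ratio of 4.17 ± 0.10 and *ccl5* of 3.55 ± 0.06 (SD, n = 4 for each). The second tested probe of *ccl5* was also called higher, but with a smaller ratio of 2.33 (SD 0.48). Ratios between 2.30 and 2.96 were found for *xaf1*, *gsdmd*, *parp14*, *fgf7* and *cd40*. Among these, *fgf7* varied most between arrays, with an SD of 0.48. The largest limma adjusted p among the genes named was that of *fgf7*, 1.70e-04. For *aox1*, the files hold no probe under this symbol.

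**Figure D3:**
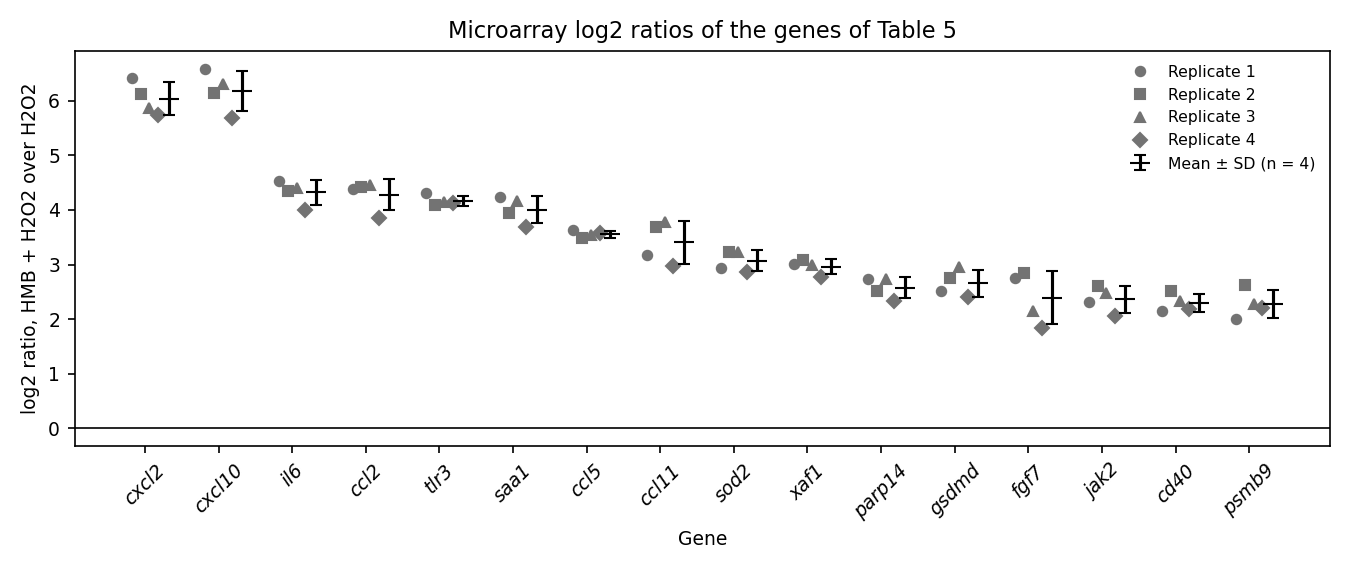
Microarray log2 ratios of HMB + H_2_O_2_ over H_2_O_2_ (y axis) of 16 genes of Table 5 (x axis), with a symbol for each of the 4 arrays and the mean ± SD beside them. Every array of every gene lies above 0, from *cxcl10* with a mean of 6.18 to *psmb9* with a mean of 2.28.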

Interestingly, among DEG (several of them were classified as DET), a large group with the highest FC was involved in different kind of processes related to immunity-acute phase of inflammatory, activation of immunity cells, innate immunity, and pro-inflammatory activity (Table 5). Several of them (e.g., *ccl11*, *ccl2*, *cxcl10*, and *saa1*) were strongly upregulated, and this tendency was previously described as associated with pro-inflammatory activity status [48] which is not fully consistent with tendency of identified in our experiment miRNA expression. Moreover, that a large group of DEG is involved in the inflammatory response and innate immune response in different kind of tissues (*tlr3*, *tlr4*, *tlr10*, *cd40*, *cd44*, *igf2*, *itgb6*, *il-5*, *il-6*, *il-15*, *il*-*23*, and a group of chemokine ligand: *ccl-1*, *ccl-2*, *ccl-5*, *ccl-8*). Both processes are necessary during regeneration, upon injury when immune cells rapidly infiltrate the muscle tissue to remove injured necrotic cells and secrete factors that are essential to activate satellite cells.

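The probe of *cxcl10* (NM_001114940, chromosome 3, 39252082 to 39252141) had an FC of 72.4 (SD of the log2 ratio 0.37, n = 4, limma adjusted p = 1.62e-06), and its 5 tested probes gave log2 ratios between 5.82 and 6.48. For *ccl2* (NM_001081931, chromosome 11, 37348561 to 37348620), the log2 ratio was 4.28 ± 0.29 (SD, n = 4; limma adjusted p = 2.58e-06). Replicate 4 of *ccl2* was the lowest, at 3.85 against 4.38 to 4.46 on the other arrays. The ratio of *saa1* (NM_001163892, chromosome 7, 74139222 to 74139281) was 4.01 ± 0.25 (SD, n = 4; limma adjusted p = 2.13e-06). For *ccl11* (NM_001081871, chromosome 11, 37313892 to 37313951), it was 3.41 ± 0.39 (SD, n = 4; limma adjusted p = 1.81e-05). The difference from 0 was many times the spread between arrays for each of these genes. All tested probes of the 4 genes were called higher, 5 for *cxcl10*, 6 for *ccl2*, 7 for *saa1* and 5 for *ccl11*.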

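Among these genes, *ccl8* had a log2 ratio of 3.70 ± 0.19 (SD, n = 4; limma adjusted p = 1.72e-06) on its brightest probe, and its 3 tested probes were all called higher. Smaller rises were those of *il-23* (1.26 ± 0.37) and *cd44* (0.68 ± 0.08; SD, n = 4 for each), with limma adjusted p of 8.20e-04 and 4.38e-04. The former was not called when the background was corrected by normexp. The integrin gene *itgb6* fell by 1.01 (SD 0.15, n = 4, limma adjusted p = 2.05e-04) and was not called with normexp either. The probe of *tlr10* was well above background on 1 of 4 arrays in each channel and was not tested. Without the filter on dim probes, its ratio was 0.60 (limma adjusted p = 0.0246), and it was called. Of the 4 probes of *tlr10* on the array, only this 1 was then called. The files name no probe by the symbol *ccl-1*.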

**Table 5:** Selected differentially expressed genes (DEG, with the highest FC) and biological processes which they were involved in

No.	Gene symbol	Regulation	Fold change	Description	Accession number	Related processes
1	*cxcl2*	Up	76.31	*Equus caballus* chemokine (C–X–C motif) ligand 2 (CXCL2)	[ENSECAT00000010991]	Expressed in regenerating muscle
2	*cxcl10*	Up	52.29	*Equus caballus* chemokine (C–X–C motif) ligand 10	[NM_001114940]	Acute inflammation Acute skeletal muscle injury
3	*il-6*	Up	20.00	*Equus caballus* interleukin 6 (interferon, beta 2) (IL6)	[NM_001082496]	Mediates the generation and elimination of ROS, stimulates SCs proliferation and hypertrophy
4	*ccl2*	Up	19.41	*Equus caballus* chemokine (C–C motif) ligand 2	[NM_001081931]	Acute inflammation Acute skeletal muscle injury
5	*tlr3*	Up	17.95	*Equus caballus* Toll-like receptor 3 (TLR3)	[NM_001081798]	Oxidative stress, enhances cell viability
6	*saa1*	Up	16.80	*Equus caballus* serum amyloid A1	[NM_001163892]	Acute phase response in skeletal muscle
7	*ccl5*	Up	11.74	*Equus caballus* chemokine (C–C motif) ligand 5 (CCL5)	[NM_001081863]	MAPK cascade, chronic inflammatory response
8	*ccl11*	Up	11.66	*Equus caballus* chemokine (C–C motif) ligand 11 (CCL11)	[NM_001081871]	Smooth muscle cell migration, chronic inflammatory response
9	*sod2*	Up	9.38	*Equus caballus* superoxide dismutase 2	[NM_001082517]	Oxidative stress
10	*xaf1*	Up	7.80	XIAP-associated factor 1	[ENSECAT00000026936]	Apoptosis
11	*parp14*	Up	7.20	Poly(ADP-ribose) polymerase family member 14	[ENSECAT00000026964]	Muscle metabolism
12	*gsdmd*	Up	6.31	Gasdermin d	[ENSECAT00000015748]	Necrosis in inflammation, cell proliferation, induce apoptosis
13	*fgf7*	Up	5.83	*Equus caballus* fibroblast growth factor 7 (FGF7)	[NM_001163883]	Participate in the proliferation of activated satellite cells via the Ras–Raf–MEK–ERK signaling pathway
14	*jak2*	Up	5.14	Janus kinase 2	[ENSECAT00000010434]	Response to injury
15	*cd40*	Up	5.05	*Equus caballus* CD40 molecule, TNF receptor superfamily member 5 (CD40)	[NM_001081902]	Humoral and cell-mediated immune responses, effective immune activation
16	*casp7*	Up	4.93	Caspase 7	[JL623025]	Muscle cell proliferation/survival
17	*psmb9*	Up	4.81	Proteasome (prosome, macropain) subunit, beta type, 9	[ENSECAT00000017937]	Muscle cell differentiation
18	*aox1*	Up	4.10	*Equus caballus* aldehyde oxidase 1	[NM_001287267]	Muscle cell differentiation

The search of target genes for the identified aforementioned miRNAs has revealed a number of genes involved in innate immunity and processes accompanying inflammation, which HMB affects, represented by *jak2* (miR-101, miR-155), *tlr4* (miR-146a/b, miR-155), *cxcl10*, c*xcl11* (miR-146a/b), and *cd47-*target for oxidative stress and inflammation-related miRNAs (miR-221/222 and miR-155). 

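The log2 ratio of *jak2* was 2.36 ± 0.24 (SD, n = 4; limma adjusted p = 1.76e-05), and both of its tested probes were called higher. For *cxcl11*, the ratio was 3.35 ± 0.78 (SD, n = 4; limma adjusted p = 2.58e-04). The Cy3 channel of this probe was well above background on 3 of 4 arrays. All 5 tested probes of *cxcl11* were called higher. The ratio of *cd47* was 0.93 ± 0.06 (SD, n = 4; limma adjusted p = 1.03e-04). For *tlr4*, 2 probes were called higher, and the brighter probe had a ratio of 0.52 ± 0.08 (SD, n = 4; limma adjusted p = 0.00122). The Cy3 channel of the other probe was well above background on 0 arrays, so its ratio is not given. The brighter probe was not called with limma's treat. All 5 genes of this group were higher with HMB on 4 of 4 arrays. As the paper picked them from these arrays, this is not independent evidence.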

HMB impact on the inflammatory processes and oxidative stress is not fully understood. However, our results show that this substance can modulate in the opposite way expression of pro- and anti-inflammatory miRNAs and genes. We assume this could be linked not only to the potential anti-inflammatory effect of HMB but also to the activation of early (innate) immune response (associated with H_2_O_2_-related damage), which is the initial phase of the regeneration process.

### MicroRNAs related to cell reaction to injury—potential role of HMB as myoprotectant

Among all identified miRNAs, several were known to be involved in cell reaction to injury and different phases of regeneration.

MiR-675 seems to be one of the most interesting miRNAs which is the second of the most downregulated in HMB-treated group and is closely related to regeneration processes. Previous studies showed that miR-675 is expressed in skeletal muscles during myoblast differentiation and muscle regeneration [29]. Another miRNA, miR-146, is related to satellite cell activation [49], myoblast differentiation, and muscle regeneration in vivo [50]. Moreover, also, miR-208 is known to be involved in injury-induced satellite cell activation [51]. We suspect that HMB may stimulate and/or accelerate activation of equine satellite cells at very early stage of the regeneration process. These observations may suggest that HMB acting by the aforementioned miRNA induction may be involved in the satellite cell activation which accompanies regeneration. Hypertrophy is also an important phenomenon of regeneration process in muscle; however, it is related to the final stage of regeneration [13].

We identified several miRNAs that were previously described in relation to muscle hypertrophy. They were represented by downregulation in skeletal muscle hypertrophy miR-1 and miR-133a/b [52, 53] which possessed the same trend as was noticed in our experiment in the case of HMB-treated differentiating ESC cultures. Similar observation was done for miR-142 (↓), which as mentioned above presented one of the highest fold changes (FC = 105.23) among the identified miRNAs, and its downregulation was described during cardiac hypertrophy and is able to inhibit cytokine signaling and function in the myocardium [53]. It is possible that HMB incubation changes the expression of the aforementioned miRNAs facilitating for more efficient late regeneration (not observed during the first day after injury). More research is needed to evaluate the role of miR-133a/miR-1/miR-142-dependent hypertrophy mechanisms of HMB action in the activation of skeletal hypertrophy and muscle regeneration in different physiological and pathological conditions.

Several potential target genes for identified miRNAs were classified as follow: hypertrophy: *tpm3* (miR-1, miR-206), *tpm1* (miR-142-5p), *sgcd* (miR-142-5p), *cacnb1* (miR-208b), *itgav* (miR-142-5p), *itga2* (miR-30c, miR-128); muscle regeneration-related processes and pathways: *cx43* (miR-206), *klf4* (miR-30*c*), and *vegfc* (miR-128, miR-133)*.*

### Other HMB-related miRNAs and genes

The effect of several identified in our experiment miRNAs in muscle tissue is still not clear. However, our results suggest that HMB modulates miRNA expression which was previously described in connection with various physiological and pathological conditions and could also be affected by HMB in injured muscle tissue: miR-374b—related to lipid and protein metabolism [54], miR-14—regulator of mitochondria function in C2C12 [55, 56], miR-532-3p—regulates mitochondrial fission in cardiac muscle [57], miR-30c—cellular adipogenesis and cardiac hypertrophy and ischemia [58], miR-450a/c and miR-142—negative regulators of cardiac hypertrophy [59], and miR-542 family—regeneration of various tissues [60]. Interestingly, several identified genes (among them potential target genes for the aforementioned miRNAs) are also related to amino acid metabolism and protein ubiquitination and proteasome pathways (*rnf6*, *cand2*, *ube2b*, *rnf138*, *rnf19b*, *rnf38*, *ube2l6*, *birc3*, *rnf114*, *mib1*, *trim36*, and *rnf4*) which are closely related to the protein degradation during muscle atrophy in cachexia, and HMB is known to inhibit this process in humans and animals [2, 5, 6].

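Of these genes, 9 were called, 5 higher and 4 lower in the HMB-treated group. The paper picked them from these arrays, so the count is not independent evidence. The largest rises were those of *birc3* (3.98 ± 0.31) and *ube2l6* (2.90 ± 0.22; SD, n = 4 for each), with limma adjusted p of 4.28e-06 and 5.42e-06. They were followed by *rnf114* (1.30 ± 0.21), *rnf138* (1.16 ± 0.05) and *rnf19b* (0.90 ± 0.25), whose limma adjusted p was 9.99e-04 or less. The genes *cand2*, *rnf6*, *mib1* and *rnf4* fell by 0.77, 0.51, 0.50 and 0.49 on the log2 scale (SD 0.17, 0.08, 0.02 and 0.10), and their limma adjusted p was 0.00198 or less. None of these 4 falls was called with normexp or with no background correction, and only *cand2* was called with treat. The ratio of *ube2b* was −0.23 ± 0.07 (SD, n = 4; limma adjusted p = 0.0251), below the FC threshold, and replicate 4 lay apart at −0.12. A second probe of *ube2b* was called lower (−0.44). The probe of *trim36* was well above background on 1 array in Cy3 and 3 arrays in Cy5 and was not tested. It was called without the filter on dim probes, with a ratio of 1.24.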

### Target gene-related signaling pathways

Furthermore, ontological analysis of miRNA DET revealed that a large group of genes was associated with biological processes and signaling pathways that are closely related to the muscle cell, muscle tissue development, and protein metabolism presented in Tables 6 and 7, respectively.

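For the genes of Table 6, the arrays gave calls in both directions within most processes. Of 15 tested genes of muscle organ development, 11 were called, 5 higher and 6 lower with HMB. Of 10 tested genes of muscle cell differentiation, 8 were called, 2 higher and 6 lower. The processes of proteolysis and protein catabolism hold 36 tested genes, of which 30 were called, 12 higher and 18 lower, and 6 more were called on another of their probes. In the regulation of apoptosis, 25 of 28 tested genes were called, 11 higher and 14 lower. Among 16 genes of positive regulation of cell proliferation, 14 were called, and 10 of the 14 were higher. All 4 genes of positive regulation of the inflammatory response were called, 3 higher and 1 lower. Of 22 tested genes of positive regulation of cellular biosynthetic process, 20 were called, 13 higher and 7 lower. The genes were picked by the paper from these arrays, so these tallies are not independent evidence.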

**Table 6:** Selected biological processes identified in DAVID for differentially expressed target genes (DET)

No.	Biological processes	Number of identified genes	List of genes	FDR
1	Muscle organ development	17	*six1*, *tiparp*, *acta1*, *cav3*, *cxcl10*, *col19a1*, *cxadr*, *foxp1*, *fxr1*, *mapk14*, *rarb*, *sgcd*, *zfand5*, *tcf12*, *tagln2*, *tpm1*, *zfpm2*	8.3E−03
2	Modification-dependent protein catabolic process	27	*ube2g1*, *rnf217*, *edem3*, *edem1*, *otub2*, *cul3*, *fbxl19*, *rnf125*, *cyld*, *map1lc3b*, *rnf11*, *hectd1*, *ubr3*, *ube2h*, *mid1*, *hltf*, *trim63*, *march3*, *fem1c*, *dcun1d1*, *nedd4*, *rnf2*, *trim32*, *usp47*, *rnf138*, *cul4b*, *usp25*	1.4E−01
3	Muscle cell differentiation	11	*tbx18*, *acta1*, *cav3*, *cxadr*, *foxp1*,*neo1*, *ntf3*, *rarb*, *sort1*, *syne1*, *tpm1*	2.5E−01
4	Proteolysis involved in cellular catabolic process	27	*ube2g1*, *rnf217*, *edem3*, *edem1*, *otub2*, *cul3*, *fbxl19*, *rnf125*, *cyld*, *map1lc3b*, *rnf11*, *hectd1*, *ubr3*, *ube2h*, *mid1*, *hltf*, *trim63*, *march3*, *fem1c*, *dcun1d1*, *nedd4*, *rnf2*, *trim32*, *usp47*, *rnf138*, *cul4b*,	2.8E−01
5	Muscle tissue development	11	*six1*, *tpm1*, *tiparp*, *acta1*, *col19a1*,*cxadrp2*, *foxp1*, *mapk14*, *rarb*, *zfand5*, *zfpm2*	3.3E−01
6	Protein catabolic process	27	*ube2g1*, *rnf217*, *edem3*, *edem1*, *otub2*, *cul3*, *fbxl19*, *rnf125*, *cyld*, *map1lc3b*, *rnf11*, *hectd1*, *ubr3*, *ube2h*, *mid1*, *hltf*, *trim63*, *march3*, *fem1c*, *dcun1d1*, *nedd4*, *rnf2*, *trim32*, *usp47*, *rnf138*, *cul4b*, *usp25*	4.8E−01
7	Proteolysis	37	*ube2g1*, *rnf217*, *edem3*, *otub2*, *edem1*, *rnf125*, *cul3*, *fbxl19*, *cyld*, *ece1*, *map1lc3b*, *rnf11*, *dpp8*, *nsf*, *hectd1*, *capn6*, *nrip3*, *capn7*, *mmp19*, *ubr3*, *ube2h*, *mid1*, *hltf*, *trim63*, *march3*, *fem1c*, *dcun1d1*, *nedd4*, *rnf2*, *trim32*, *usp47*, *rnf138*, *tep1*, *nln*, *cul4b*, *usp25*, *adamts3*	1.6E−00
8	Regulation of apoptosis	29	*ier3*, *cadm1*, *mcl1*, *tlr4*, *sgms1*, *mcf2l*, *slc11a2*, *cul3*, *map3k7*, *bdnf*, *tiam2*, *sos2*, *ngfrap1*, *faim*, *rarb*, *ip6k2*, *fgd4*, *traf3*, *rarg*, *ntf3*, *arhgef12*, *pla2g4a*, *eya1*, *tnfsf13b*, *dusp1*, *ets1*, *igf2r*, *sort1*, *jak2*	4.5E−00
9	Positive regulation of cellular biosynthetic process	25	*tlr4*, *abca1*, *rarb*, *fam129a*, *znf423*, *rarg*, *epas1*, *ntf3*, *npr1*, *itga2*, *creb5*, *arntl*, *mecom*, *wwtr1*, *pla2g4a*, *ncoa1*, *sp1*, *ets1*, *mapk14*, *six1*, *pdgfra*, *jak2*, *zfpm2*, *smarca1*, *klf4*	8.3E−00
10	Positive regulation of cell proliferation	16	*nampt*, *fgf7*, *itga2*, *vash2*, *foxp1*, *cxcl10*, *cul3*, *cd47*, *vegfc*, *pla2g4a*, *tnfsf13b*, *pdgfra*, *jak2*, *mab21l1*, *tbx18*, *pggt1b*	2.7E−01
11	Positive regulation of inflammatory response	4	*jak2*, *itga2*, *pla2g4a*, *tlr4*	3.1E−01

**Table 7:** Selected pathways identified in DAVID for differentially expressed target genes (DET) and their corresponding miRNAs

No.	Pathway	Pathway *P* value	Number of genes	Gene name	Fold change	FDR	DET-related identified miRNA
1	RIG-I-like receptor signalling pathway	5.2E−04	8	*ddx3x*	1.59 ↑	1.15E−2	miR-101 ↑, **miR-1↓**, **miR-133a/b↓**, **miR-208↓**
				*traf3*	1.31 ↑	1.11E−2	**miR-30↓**, miR-155↑, **miR-133a/b↓**
				*cxcl10*	56.62 ↑	2.16E−5	**miR-142-3p↓**
				*cyld*	1.78 ↑	1.19E−3	**miR-30↓**, **miR-133a/b↓**
				*ikbke*	2.27 ↑	2.44E−3	miR-155↑, **miR-128↓**
				*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k7*	− 1.58 ↓	4.02E−3	miR-30↓, **miR-101↑**, **miR-155↑**, **miR-204↑**
				*rnf125*	1.88 ↑	9.59E−3	miR-101↑, **miR-142-3p↓**
2	Hyper-trophy cardiomyopathy	1.5E−03	8	*cacnb1*	− 1.42 ↓	1.10E−3	**miR-204↑**, miR-208↓
				*dag1*	− 1.91 ↓	4.43E−3	miR-142-3p↓, **miR-101↑**, miR-30↓
				*itga2*	− 1.32 ↓	7.08E−3	miR-30↓, **miR-101↑**, miR-128↓
				*itgav*	− 1.49 ↓	6.71E−3	miR-142-3p↓
				*prkaa2*	− 1.69 ↓	5.03E−3	miR-30↓, **miR-146a/b↑**
				*sgcd*	1.33 ↑	1.34E−3	**miR-142-3p↓**
				*tpm1*	− 1.85 ↓	2.02E−4	miR-142-3p↓, **miR-542↓**
				*tpm3*	− 2.87 ↓	1.08E−2	**miR-204↑**, **miR-221/222↑**
3	MAPK signalling pathway	7.3E−03	13	*bdnf*	− 2.08 ↓	9.14E−4	miR-1↓, miR-206↓, **miR-155↑**, miR-30↓, **miR-204↑**
				*cacnb1*	− 1.42 ↓	1.10E−3	**miR-204↑**, miR-208↓
				*dusp1*	1.77 ↑	2.80E−3	**miR-133a/b↓**, miR-101↑
				*mecom*	1.50 ↑	1.34E−3	**miR-1↓**, **miR-133a/b↓**, **miR-206↓**, **miR-142-3p↓**
				*fgf11*	− 1.36 ↓	1.11E−2	miR-331↓
				*fgf7*	5.83 ↑	2.33E−3	miR-101↑, miR-155↑, **miR-142-3p↓**
				*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k7*	− 1.58 ↓	4.02E−3	miR-30↓, **miR-101↑**, **miR-155↑**, **miR-204↑**
				*map3k4*	− 1.36 ↓	9.06E−3	**miR-101↑**, miR-128↓
				*ntf3*	1.72 ↑	2.44E−3	miR-221/222↑
				*pla2g4a*	2.27 ↑	1.39E−3	**miR-142-3p↓**
				*dgfra*	2.82 ↑	1.47E−3	**miR-142-3p↓**
				*sos2*	− 1.62 ↓	9.09E−3	miR-208↓, **miR-204↑**, **miR-221/222↑**
4	p38 MAPK	9.9E−02	4	*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k4*	− 1.36 ↓	9.01E−3	**miR-101↑**, miR-128↓
				*map3k7*	−1.58 ↓	4.02E−3	miR-30↓, **miR-101↑**, **miR-155↑**, **miR-204↑**
				*dusp1*	1.77 ↑	2.80E−3	**miR-133a/b↓**, miR-101↑
5	Toll-like receptor signalling pathway	1.6E−02	7	*traf3*	1.31 ↑	1.11E−2	miR-30↓, **miR-155↑**, miR-133a/b↓
				*cxcl10*	56.62 ↑	2.16E−5	**miR-142-3p↓**
				*cxcl11*	14.20 ↑	9.51E−5	**miR-1**↓, **miR-206↓**
				*tlr4*	1.44 ↑	9.52E−4	**miR-542↓**, miR-374↑
				*ikbke*	2.27 ↑	2.44E−3	miR-155↑, **miR-128↓**
				*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k7*	− 1.58 ↓	4.02E−3	miR-30↓, **miR-101↑**, **miR-155↑**, **miR-204↑**
6	Ubiquitin-mediated proteolysis	2.0E−02	8	*rhobtb2*	− 1.62 ↓	9.15E−3	**miR-204↑**, miR-133↓
				*cul3*	− 1.71 ↓	4.76E−5	**miR-101↑**, **miR-193a↑**
				*cul4b*	1.58 ↑	1.08E−3	miR-133a/b↓, **miR-101↑**
				*mid1*	− 1.40 ↓	1.01E−2	miR-374↓, miR-542-3p↓
				*nedd4*	− 1.30 ↓	1.00E−2	miR-30↓, miR-128↓
				*trim32*	1.50 ↑	1.13E−2	miR-155↑, **miR-142-3p↓**
				*ube2g1*	− 1.41 ↓	5.46E−4	**miR-101↑**, miR-30↓,
				*ube2h*	− 1.53 ↓	3.80E−3	miR-1↓, miR-206↓, **miR-204↑**, **miR-101↑**
7	Ras pathway	3.4E−02	6	*tiam2*	− 1.44 ↓	3.27E−3	**miR-101↑**
				*sos2*	− 1.54 ↓	9.09E−3	**miR-193↑**, miR-208↓,
				*ets1*	1.98 ↑	7.19E−3	miR-193↑, miR-208↑, miR-101↑, miR-221/222↑, **miR-1↓**, **miR-206↓**
				*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k7*	− 1.58 ↓	4.02E−3	miR-30↓, **miR-101↑**, **miR-155↑**, **miR-204↑**
				*map3k4*	− 1.36 ↓	9.01E3	**miR-101↑**, miR-128↓
8	Oxidative stress response	3.9E−02	5	*dusp1*	1.77 ↑	2.80E−3	**miR-133a/b↓**, miR-101↑
				*dusp19*	− 1.55 ↓	2.09E−3	**miR-204↑**
				*mapk14*	1.68 ↑	5.43E−3	**miR-128↓**, miR-101↑
				*map3k4*	− 1.36 ↓	9.01E−3	**miR-101↑**, miR-128↓
				*pla2g4a*	2.27 ↑	1.39E−3	**miR-142-3p↓**

MiRNAs in bold have the opposite expression change to corresponding DET. The arrows indicate the direction of expression change: ↓ and ↑ for down- and upregulation, respectively

Among the most strongly regulated pathways were these previously described as engaged in immunity and inflammation: Toll-like receptor, RIG-I, Ras, MAPK, and ubiquitin-mediated proteolysis. Toll-like receptor pathway is related to the inflammatory activity [61] and different kind of myopathies and could be modulated by miR-155 [62]. RIG-I-like receptor pathway is known to play a crucial role in innate response [63] which is necessary to activate early muscle regeneration and may be modulated by three identified miRNAs: miR-146a, miR-146b, and miR-155. Ras and MAPK pathways promote protein degradation in muscle cells [64] and oxidative stress (closely related to miR-146 activity) [61]. Moreover, MAPK pathway plays a pivotal role in the energy metabolism through modulating lipid metabolism, skeletal muscle growth, and different kind of muscular myopathies and atrophy [65]. Finally, ubiquitin-mediated proteolysis identified as a potential target gene-related pathway is closely related to muscle atrophy by protein degradation.

### Western blot analysis—HMB protective effect on proteins

Western blot analysis was performed to check the level of proteins corresponding with several genes and miRNA. However, the results that were obtained are impossible to use in this way. It is related to the protein degradation which is strongly linked to hydrogen peroxide effect. Previous studies related to hydrogen peroxide effect on different kind of proteins showed that this substance cause protein degradation. For example, exposure of skeletal muscle myotubes to ROS (i.e., hydrogen peroxide) can activate proteases leading to protein degradation as it was described by Li et al. [21] and Clung et al. [55]. Finnegan et al. [9] observed the interactions of a liquid and gaseous H_2_O_2_ with amino acids and proteins (bovine serum albumin and aldolase). In this study, authors observed that two dosages of hydrogen peroxide cause total degradation of BSA (the absence of bands). In our study, we observed similar situation. We checked three different housekeeping genes: β-actin, *gapdh*, and α-tubulin. For all of them, we noticed the same trend of protein degradation in samples where the cells were exposed to hydrogen peroxide (Fig. 6). Moreover, we checked several different proteins where we also noticed protein degradation on a similar level as in samples mentioned above. We suspect that samples where the cells were previously incubated with HMB were protected from protein degradation related to hydrogen peroxide. This degradation has already occurred at the cellular level, not during the sample preparation for western blotting. During the sample preparation procedure, we used RIPA buffer with protease inhibitor cocktail. Based on this observation and previous studies [66–68] related to HMB, we think that this substance may decrease protein degradation in equine satellite cells exposed to hydrogen peroxide; however, the comparison of protein levels between experimental and control conditions is impossible.

### Cell viability, cell damage, and oxidative stress

Five different tests were performed to check the effect of potential antioxidant properties of HMB and its cell protection activity. Based on our results from the test where we observed direct cell oxidative stress together with typical damage (lipid peroxidation together with mitochondria activity changes) related to oxidative stress, it cannot be unambiguously determined whether HMB in experimental dosage has properties that limit oxidative stress (Figs. 8a, b and 9a). However, we observed that HMB increase total antioxidant capacity (Fig. 9b). According to our knowledge, there are limited data considering direct antioxidant activity of HMB; however, as it was mentioned, our study revealed several miRNAs, genes, and pathways related to oxidative stress and antioxidant activity which were modulated by HMB. Increased total antioxidant capacity may represent an adaptive response to the enhanced generation of ROS related to hydrogen peroxide activity or likely responsible for the attenuation of oxidative damage.

Two independent tests showed that HMB increased cell viability: MTT and SYTOX Red Dead Cell (Fig. 7). These observations are consistent with the study presented by Vallejo et al. [69]. Authors also observed that HMB enhanced myoblast viability (in C2C12 cell line). Moreover, earlier study by Pacini et al. [70] showed that HMB significantly prevented dexamethasone-induced cell mortality. Based on our results, we think that HMB may prevents cells from the hydrogen peroxide-induced mortality and enhance ESC’s viability.

## Conclusions

Our study presents several new findings of the mechanisms of action of HMB and its potential role in muscle physiology and pathology. We focused on HMB-induced miRNA expression changes previously described as those associated with the muscle tissue injury (inflammation), regeneration, and the accompanying processes such as cell activation, proliferation, migration, and differentiation. The scheme of putative mode of miRNAs and DEG-depended HMB action is proposed in Fig. 10.

**Fig. 10:**
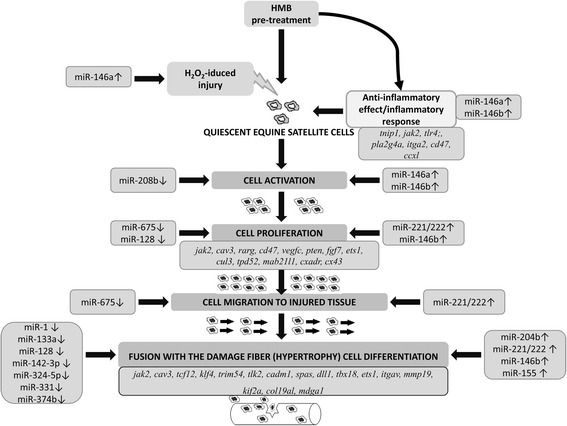
Potential role of HMB-induced miRNAs and selected target genes in muscle regeneration process

We demonstrated for the first time that HMB-treated equine satellite cells exposed to H_2_O_2_ have modulated expression of 27 miRNAs which could affect the abovementioned processes. Many of them were not known for being differentially expressed during myogenic proliferation, differentiation, or processes related to muscle injury and activation in early stage of regeneration. That is why, it would also be interesting to investigate whether some of the abovementioned miRNAs participate in skeletal muscle degeneration/regeneration process as well as degeneration-related equine muscular diseases, such as muscle inflammation related to the extreme effort or recurrent rhabdomyopathy.

Moreover, we found DET for identified HMB-modulated miRNAs which are related to key processes in muscle physiology and pathology. Also, identified pathways MAPK, Ras, and RIG-I together with those involved in oxidative stress response seem to support our knowledge about the potential mechanisms of HMB action. Based on the obtained results, we also believe that HMB increases the survival of cells treated with hydrogen peroxide. Further analyses evaluating the effect of HMB on injured, recovering muscle tissue are needed to verify the collected data.

## Additional files

Additional file 1: **Table S1.** Genes differentially expressed in HMB-incubated equine satellite cells exposed to H_2_O_2_, compared to control. FDR ≤ 0.05, FC ≥ 1.3, *n* = 4. (XLSX 550 kb)

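The values of this table can be set beside the array files probe by probe for the 1958 of its 4727 entries at hand. Every one of these 1958 entries was found on the array by its probe name, and 19 of them are control probes. The mean log2 ratio of the 4 arrays lay within 0.01 of the table's value in 1938 entries, and the largest difference was 0.42. For these 1938 entries, the table thus gives the mean of the deposited log ratios, without a further normalization between arrays. Why the remaining entries differed was not examined. Of the 1958 entries, 1874 were tested here, and all 1874 were called both with limma and with the methods' t-test. The other 84 entries were left out by the filter on dim probes or as controls.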

Additional file 2: **Table S2.** Biological function of differentially expressed genes (DEG). (XLSX 28 kb)

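This table comes from an ontology analysis of the DEG. Each entry names a biological process, the number of DEG annotated to it, that number as a percentage, and the FDR of its over-representation among the DEG. The test asks only whether more DEG than by chance belong to a process. It does not use the size or the direction of the change, so genes that rose and genes that fell with HMB count alike. Since 1 gene can belong to several processes, the entries overlap, as with the terms for muscle development and for cell death.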

## Abbreviations

CTRL: Control condition
DEG: Differentially expressed genes
DET: Differentially expressed target genes
DM: Differentiation medium
DMSO: Dimethylsulfoxide
ESCs: Equine satellite cells
FBS: Fetal bovine serum
GE: Gene expression
GM: Growth medium
HMB: β-Hydroxy-β-methylbutyrate
HS: Horse serum
IB: Incubation buffer
PBS: Phosphate*-*buffered saline
ROS: Reactive oxygen species

How the deposited data were processed for this re-analysis (not part of the article)

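The HMB-treated cells and the control cells were compared on 4 arrays that each carried both RNAs, so each array gave 1 ratio per spot and counted as 1 replicate. The pairing of the channels comes from the arrays themselves. The arrays are Agilent horse arrays with probes of 60 bases, annotated on EquCab1 in the file headers. For the intensity values, the authors' scanner files hold the mean brightness of each spot in each channel, the brightness after background subtraction, and the signal after linear and lowess normalization within the array. The log10 values in the deposited files are the ratios of the normalized Cy5 signal over the normalized Cy3 signal, which Feature Extraction wrote; the file headers give version 10.10.1.1. The authors' table of normalized values holds the same log10 ratios, with a largest difference of 3.96e-05 on 1 array. The log2 values were calculated here from the deposited log10 ratios by a change of base. No normalization between arrays was added. Signals at or below background were replaced by a surrogate in the deposited files, so the ratio of a dim probe is compressed or is only a bound.

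The ratios were read and tested in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Of the spots, 1264 were positive and 153 negative controls. These were left out, as were spots marked as non-uniform or as population outliers. The number of saturated spots was 0 on each array. A tested probe had 1 or both channels well above background on all 4 arrays and a ratio on at least 3 of them. The test was limma's linear model with an intercept and empirical Bayes moderation, with the Benjamini-Hochberg correction over all tested probes. The thresholds were an adjusted p of 0.05 and an FC of 1.3. Where the probe of a gene had a channel at background on every array, the FC was given as a bound.

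Probes were named by the symbol in the files, then by the accession in Table 5, then through the RefSeq accession and through synonyms. Only an accession or identifier was at hand for 15466 probes, and 2767 had a provisional symbol. The probes carried 13497 different symbols. The genes named are those that the paper names in its text and tables, the reference genes of its RT-qPCR and Western blots, and, among called genes with the same direction on all 4 arrays, the 5 with the largest rise and the 5 with the largest fall. A few genes that the paper names are not reported here and are left out of the counts of the genes it names. The files give no exon for a probe.

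A set of 12 gene lists was tested with limma's fry and corrected over the lists. They comprised interferon-stimulated genes, NF-kB targets, sarcomere genes, myogenic regulators, NRF2 targets, antioxidant enzymes, cell cycle genes, proteasome subunits, the immunoproteasome with antigen processing, muscle ubiquitin ligases with atrophy genes, heat shock genes and reference genes. The lists were written from general knowledge, after reading the paper and the part of its Table S1 at hand, which gives ratios of these arrays, so they are not independent of the arrays. The lists, the thresholds, the rule for the named genes and the alternatives were set before the data were examined, except for the scaling to spike-in RNA. As alternatives, camera was used with its preset correlation of 0.01 and with an estimated correlation. Where the methods' t-test is named for a list, the medians of the list on the single arrays were tested against 0. The paper itself has no such test of lists. Random lists for comparison were matched on size and mean intensity and drawn 10000 times with a fixed seed.

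The alternatives for the tests of probes were the methods' t-test, limma's treat, moderation with a trend and robust, array quality weights, and separate channels. Those for the ratios were normexp with an offset of 50 or no background correction, each with loess, median centering without lowess, scale normalization between arrays, a correction for probe GC content and the authors' table. Those for the probes were no filter on dim probes, a filter on both channels, saturated spots left out, marked spots or control probes kept, and the mean over all tested probes of a gene. Each replicate was also left out in turn.

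The tests were tried on simulated data with 24669 probes, of which 200 were changed. The noise was drawn independently for each probe. With limma, 164 of the changed probes were recovered (82.0%, and 93.3% of those changed by an FC of 2 or more), with 4 false calls. The methods' t-test recovered 48.5% with 0 false calls, and treat recovered 65.5%. An added trend with GC content gave 1873 false calls without and 4 with the correction. With a dye bias that leveled off with intensity, normexp with loess gave 2 false calls, and loess without background correction gave 4. With a dye bias that turned back at the brightest probes, they gave 342 and 33, respectively. With no probe changed, limma made 0 calls. For the lists, a shift of 0.5 in 1 list gave an adjusted p of 0.00119 with fry and 0.0291 with camera and an estimated correlation. Genes of a real list can vary together, which the simulated noise left out. These p-values therefore do not show the power of the list tests on the arrays. Other data of the paper (miRNA arrays, RT-qPCR, protein and viability assays) were not analysed here.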

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

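The comparison of the spike-in RNA with a change in messenger RNA content, the scaling to the spike-in RNA, the test of large changes among probes bright in Cy3, both tests of the immunoproteasome list and the tests of genes outside the paper and Table S1 were chosen only after the results were seen.

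In 3 of 100 genes named in the text, 1 array lay far from the other 3, where chance alone gives about 5 such genes. Replicate 4 gave 3.85 for *ccl2* against 4.38 to 4.46 on the other arrays, replicate 1 gave 0.54 for *rarg* against 0.98 to 1.04, and replicate 4 gave −0.12 for *ube2b* against −0.27 to −0.25. Among the 12 lists, 0 had such an array. Replicate 4 also had 35 marked spots against 13 on each other array. With these spots kept, 7038 probes were called. No biological explanation was tested for single arrays, since no condition separates them.

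The called count rests on the directions of 4 arrays. After changing the sign of whole arrays in each of the 8 distinct patterns, 1 pattern, the real one, gave a count as large, and the other patterns gave up to 0 called probes. With a smallest share of 0.125, chance cannot be excluded by this test. The dyes were not swapped, and a dye effect shared by all arrays would pass it as well.

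Several genes outside those the paper discusses changed more than most that it names. *CCL20* rose by 6.77 (log2; SD 0.20, n = 4), *CXCL1* by 6.39 (SD 0.51) and *CXCL6* by 6.04 (SD 0.52). All 5 tested probes of *CCL20* were called higher. For *CXCL1* and *CXCL6*, Cy3 was well above background on 3 of 4 arrays, so their ratios lean on a weak control signal. The probes of *CXCL1* and *cxcl2* are placed at the same position in the files, and signal shared between these paralogs was not tested. Among the falls, *AMPD1* had a ratio of −2.70 (SD 0.58), or −1.72 with no background correction and less with normexp. The computed ratios of *CLCA1* (−2.74, SD 0.58), *LRRN1* (−2.43, SD 0.34), *BCHE* (−2.31, SD 0.19) and *MYH2* (−2.21, SD 0.57) were also below 0 on 4 of 4 arrays, but their size is not measured well. Cy5 was well above background on 1 array for *CLCA1*, on 2 for *LRRN1* and on 0 for *BCHE* and *MYH2*, so the falls are not ranked. The latter genes were at least 3.36-fold and 1.53-fold lower. With normexp, the ratios were −0.90 for *CLCA1*, −0.81 for *LRRN1*, −0.46 for *BCHE* and −0.34 for *MYH2*, which was then not called, and with normexp or no background correction, 0 probes were called lower by an FC of 4 or more. Dye and treatment remain confounded for each of these genes.

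Large rises outnumbered large falls. A compression of dim probes by background would make them about equal among bright probes. The test was first run with brightness as the mean of both channels (100 rose and 0 fell), which a rise itself raises, and then with the Cy3 channel alone. Among the 25% of the tested probes brightest in Cy3 (6168 probes), 50 were called higher and 0 lower by an FC of 4 or more, which goes against this explanation. An effect of HMB on a limited group of strongly induced genes stays open beside a dye effect.

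Interferon-stimulated genes (median 3.11) and NF-kB target genes (median 3.63) stood out as lists. The lists are not independent of these arrays, since Table S1, read in part before they were written, gives ratios of them. The paper names 2 and 9 genes of these lists, and that part of Table S1 holds 15 of the 28 and 12 of the 22 genes measured. Over the 13 and 8 genes in neither, the medians were 3.27 and 3.12, above all of 10000 random lists of the same intensity drawn from genes in neither. After the correction for probe GC content, the interferon list had a median of 3.18, so a trend with GC content is not the whole cause. A dye bias of single probe sequences would give probes of one gene different directions where their sequences differ. Overlap between the probes of a gene was not examined. Of 22 genes of these lists with several tested probes (82 probes), 100% had all probes higher, against a median of 9.09% and at most 40.9% in random groups of probes. Of the 6 such genes in neither source, 100% had all probes higher, against at most 83.3%. The agreement of probes argues only against a bias that differs between the probes of a gene. The immunoproteasome list (median 1.27, higher on 4 of 4 arrays) moved in the same direction. Only 2.5% of 10000 random lists of the same size and intensity had a median over 0.13, and after the correction for probe GC content its median was 1.33, which argues against lowess normalization of bright probes and a GC trend as the whole cause. Of its 10 genes, 7 are in that part of Table S1, and the other 3 had a median of 1.24. A response of the cells to HMB under H_2_O_2_ may underlie the lists, as a hypothesis. Contamination that induces inflammatory genes in 1 group was not tested.

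Sarcomere genes had a median of −0.95. Of the list, 7 genes are named by the paper, and 9 of the 28 measured are in the part of Table S1 read beforehand; the 16 in neither had a median of −1.03. Lowess normalization of bright probes would move random genes of the same intensity as far, but only 2.5% of 10000 random lists had a median under −0.21. After the correction for probe GC content, the median was −0.88. Both results argue against these technical causes. Slower differentiation with HMB may underlie the fall, as a hypothesis; a different share of fused cells in the cultures would give the same values and was not measured here. Heat shock genes had a median of −0.29 (11 genes, 4 called lower; fry, adjusted p = 0.00682). With the arrays centered on their median without lowess, it was −0.025. Relative to the median of all tested probes, this is −0.09 against −0.23 as reported, so the size of the fall depends on the lowess step as well as on the center.

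Spike-in RNA was added as an internal control, and the paper gives no values for it. The regression of observed on expected spike-in ratios by Feature Extraction had an intercept toward Cy5 on 4 of 4 arrays, with a mean of 0.488 (log2; SD 0.0903, n = 4) and slopes from 0.836 to 0.869. If lowess were the cause, most of this intercept would go without it, but it was 0.716 with the lowess shift taken off. A lower content of messenger RNA per labeled RNA in HMB-treated cells and a larger amount of added spike-in RNA both give this shift and cannot be told apart, because no measure of either is among the values.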

How the results depend on the processing

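The scaling to spike-in RNA was chosen only after the data were seen. The cause was not tested for any change given here unless stated.

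Counts within 1.5 times those reported came from the other alternatives. With treat, which asks for an FC above 1.3 and so passes fewer probes by construction, 2822 probes (1542 higher, 1280 lower) and 980 symbols were called. Normexp with loess gave 3539 (1945 higher, 1594 lower) and 1061 symbols. No background correction gave 4440 probes (1771 lower) and 1362 symbols, and median centering gave 4823 higher probes. Scaling to spike-in RNA gave 18570 (1247 higher, 17323 lower) and 6654 symbols. It moved the median of all tested probes by −0.49, and median centering moved it by 0.14. Relative to the median of all tested probes, the sarcomere list lay at −0.88 as reported and under spike-in scaling and at −0.75 with median centering, the interferon list at 3.18 and 3.24, and the heat shock list at −0.23 and −0.09. The array ratio already pairs the channels. With separate channels and no replicate block, which drops this pairing, 6686 probes were called.

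The lists that passed the threshold in every alternative but one are given here; the exception is camera with an estimated correlation, where no list passed. They are interferon 3.11, NF-kB 3.63, sarcomere −0.95 and immunoproteasome 1.27. Their medians are the same there, as only the test differs. Under the alternatives set beforehand, the medians ran from 2.43 to 3.31 for interferon, from 2.88 to 3.75 for NF-kB, from −1.03 to −0.59 for sarcomere and from 1.13 to 1.48 for immunoproteasome. Normexp gave the smallest change for each, and the sarcomere fall was also smaller with no background correction (−0.61). Treat has no form for lists. Myogenic regulators (−0.18) did not pass with both forms of camera, the methods' t-test or separate channels, nor with normexp (−0.061), no background correction (−0.055), scale normalization (−0.20), a filter on both channels (−0.061) or GC correction (−0.12). Leave-one-out medians ran from −0.24 to −0.15, and the list passed only without replicate 2. Antioxidant enzymes did not pass with the methods' t-test or both forms of camera (0.028), with normexp (0.026) or scale normalization (0.043). Leave-one-out gave −0.034 to 0.068, passed only without replicate 3 and was below 0 without replicate 1, and spike-in scaling gave −0.46. Proteasome subunits did not pass with camera (−0.20), normexp (−0.18), no background correction (−0.15) or GC correction (−0.12), turned to 0.0089 with median centering, and ran from −0.22 to −0.16 in leave-one-out, where they never passed. Muscle ubiquitin ligases and atrophy genes did not pass with the methods' t-test, trend and robust, separate channels or camera (−0.073), normexp (−0.026), no background correction (−0.00361), scale normalization (−0.084) or GC correction (−0.014). They turned to 0.025 with median centering and 0.17 with the mean over probes, ran from −0.11 to −0.020 in leave-one-out and passed there only without replicate 3. Heat shock genes did not pass with the methods' t-test or camera (−0.29) or median centering (−0.025), nor without replicate 1 (−0.33), in a leave-one-out range of −0.37 to −0.25.

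The lists that had not passed changed as well. NRF2 targets passed with median centering (0.15), fell below 0 with spike-in scaling (−0.44) and ran from −0.078 to 0.15 in leave-one-out, below 0 without replicate 1 or 2. Cell cycle genes gave −0.43 with spike-in scaling and −0.13 to 0.25 in leave-one-out, below 0 without replicate 1 or 2. Reference genes passed with no background correction (0.15) and median centering (0.62), gave −0.47 with spike-in scaling and ran from −0.072 to 0.045 in leave-one-out, below 0 without replicate 1 or 2. Without replicate 2, they passed in the opposite direction (−0.072).

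Of 100 named genes tested, 91 were called, 54 of them under every alternative that tested them except spike-in scaling, and 97 kept their sign in all of these. Apart from the reference genes, they were named for a change on these arrays, so the count of calls is not independent evidence. The filter on both channels left 87 of the 100 genes to test. The call was lost by 27 genes with treat, 28 with normexp, 19 with no background correction, 10 with median centering, 4 with GC correction, 2 with the mean over probes, 1 (*ITGAV*) with the methods' t-test and 1 (*ITGA2*, −0.34) without replicate 2. Normexp with its offset and background left in compress dim ratios, so calls lost there can reflect compression as well as weak change. Signs changed for *ACTB* (0.49) and *TPM1* (0.080) with median centering, and for *TPM3* with the mean over probes (−0.26). Spike-in scaling lowers every gene by about 0.49, so it turns any small rise, here that of *CUL4B* (−0.033), *GAPDH* (−0.45), *MECOM* (−0.039), *SCD* (−0.16), *SGCD* (−0.071), *TPM3* (−0.32) and *TRAF3* (−0.18). Their place relative to the median of all tested probes did not change, so these signs say nothing on single genes. The same holds for the lists under this scaling. Signal over background limits the probes that can be tested: with both channels well above background on all arrays, 22652 probes were tested and 5870 called.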

Differences from the paper's values

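The scaling to spike-in RNA and the naming of probes through Table S1 were chosen only after the values were seen.

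An FC was counted as different when it lay more than 1.5 times from the paper's and further than the SD between arrays, or in the other direction. Of 57 FC values of the paper set beside the arrays, 3 differ in this sense, all from Table 7. For *MAPK14*, the paper gives 1.68 up, and the probe used here gave 0.819 in that direction (log2 ratio −0.29, SD 0.13, n = 4). For *TPM1*, the paper gives 1.85 down, and the value here was 1.12 (log2 ratio −0.16, SD 0.35). For *TPM3*, the paper gives 2.87 down, and the value here was 0.891 in that direction (log2 ratio 0.17, SD 0.15). The differences held under all alternatives set before the data were examined, and under none of them did the values come within the paper's. Other probes reach or approach the paper's values: for *TPM3*, a probe of the same symbol had a log2 ratio of −1.52 and was called lower. For *TPM1*, a probe named only by Table S1 had −0.89. For *MAPK14*, a probe named only by Table S1 had 0.69, an FC of 1.61. Within that margin, the FC of *CXCL10* was 72.4 here against the paper's 52.29 in Table 5 and 56.62 in Table 7; 1 of its probes has the latter FC, and the lowest FC among its 5 probes is 56.6.

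Several genes that the paper lists as changed were not called here on the probe used. In Table 7, these were *TRAF3*, called with median centering and on 3 other probes, and *FGF11*, called with median centering, without replicate 2, on 1 other probe and with spike-in scaling, chosen after seeing the values. *NTF3* was not tested; 2 other probes of it were called without the filter on dim probes. *TPM3* was called with median centering, but higher. *MAPK14* and *TPM1* were called lower with spike-in scaling, chosen after seeing the values.

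Among genes of the Discussion, *SCD* was called with median centering, with GC correction and without replicate 2. *UBE2B* was called on 1 other probe, and with spike-in scaling, chosen after seeing the values. *COL19A1*, *TLR10* and *TRIM36* were called without the filter on dim probes. No probe carried the symbol *AOX1*; a probe named so by Table S1 had a log2 ratio of 2.02 and an FC of 4.06. No probe was named *CCL1*.

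In Table 6 and Fig. 10, *ABCA1* and *OTUB2* were called without the filter on dim probes. The mean over the probes of a gene called *ARHGEF12*, *CAPN7*, *EDEM3*, *IP6K2*, *MAB21L1*, *RNF2*, *SP1* and *TAGLN2*. Leaving out 1 replicate called *CAPN7* (replicate 1), *IP6K2* (1 or 4), *MAB21L1* (1 or 2), *RNF2* (1, 3 or 4), *TAGLN2* (3 or 4) and *USP47* (3). *TAGLN2* was also called with array weights, normexp, no background correction, median centering and GC correction. Spike-in scaling, chosen after seeing the values, called *CAPN7*, *DCUN1D1*, *DPP8*, *EDEM3*, *IP6K2*, *MAB21L1*, *RNF2*, *SP1* and *USP47*. At least 1 other probe was called for each gene of this paragraph except *OTUB2*, and for *FOXP1*, 2 other probes were called higher.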

Other observations

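The tests of the centering, both tests of the cell cycle genes and the comparison of the host genes with all genes were chosen only after the results were seen.

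More called probes fell than rose with HMB. After the correction for probe GC content, which moves the center of the ratios, 53.2% of the called probes had risen. With treat, which keeps the center and asks for larger changes, 54.6% had risen. The center and the size asked of a change both set this balance, so the values do not decide which balance holds in the cells.

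The sample labels give the Cy3 control 1 replicate number on every array. If 1 RNA had been used, Cy3 would vary less between arrays than Cy5. Among 22652 probes well above background in both channels, 76.2% varied less in Cy3, with a median SD of 0.108 against 0.178. A dye with less noise gives the same, so a shared control cannot be told apart from 4 controls.

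Cell cycle genes moved apart between arrays, and 22 of 27 were higher on replicates 1 and 2 and lower on replicates 3 and 4. The medians of the arrays spanned 1.03, against a median span of 0.111 and at most 0.443 in 10000 random lists of the same intensity, which goes against array noise shared by such genes. In the Cy3 channel alone, the span was 0.375, against at most 0.206 in random lists, which would go against 1 control RNA on all arrays. However, Cy3 moved against Cy5 (−0.15, −0.19, 0.15 and 0.18 in Cy3; 0.40, 0.09, −0.25 and −0.19 in Cy5), and competition of the labeled RNAs for a probe would also give this. Differences between cultures in the share of dividing cells may underlie the pattern, and they were not measured.

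Host genes of the miRNAs of Table 3, paired from general knowledge, went in the direction that the paper gives for the miRNA in 8 of 9 tested genes (exact sign test, p = 0.0391). Of these, 5 were called, all in that direction, and 5 genes allow no exact p under 0.0625. The sign test counts in full *R3HDM1* (−0.02) and *RCL1* (0.02), which lay near 0, and *H19* (−0.36), which was not called. *MIB1* was paired with miR-1 and miR-133a. Whether host and miRNA lie on the same strand was not checked for any pair. As 61.0% of all tested genes were below 0 and most of the miRNAs are given as lower, genes drawn with these shares did as well with a one-sided permutation p of 0.0581. The result leaves it open whether these miRNAs changed with their host transcripts. *MYH7* is also a sarcomere gene, and 1 miRNA counts with 2 hosts.

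For the targets of Table 7, 48 of 89 pairs of miRNA and target went in opposite directions, taking the miRNA directions from the paper. Permuting the ratios among the 38 genes gave a median of 44 such pairs (one-sided permutation p = 0.217). The test does not exclude that miRNAs lower these targets, since its power was not examined and the list was chosen on these arrays.

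The other lists showed small changes. Antioxidant enzymes (18 genes) had a median of 0.03 and a mean of 0.14 (fry, adjusted p = 0.039), with 1 gene called higher and 1 lower. Of these enzymes, 16 were not called, and 1 is shared with the NF-kB list, so the mean can rest on few genes. Their median lay inside the band of random lists (−0.25 to 0.07). NRF2 targets (17 genes) had a median of 0.05 with fry pointing lower (adjusted p = 0.881). Reference genes (12 genes) had a median of 0.02 and a mean of −0.02 (fry, adjusted p = 0.111), and the median was 0.62 with median centering. *ACTB* had a log2 ratio of −0.38 (SD 0.21), or 0.49 with median centering, and *GAPDH* of 0.04 (SD 0.06), or 0.89, called higher, with median centering.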
